# LncAABR07053481 inhibits bone marrow mesenchymal stem cell apoptosis and promotes repair following steroid-induced avascular necrosis

**DOI:** 10.1038/s42003-023-04661-0

**Published:** 2023-04-03

**Authors:** Tao Wang, Zhi-Hong Xie, Lei Wang, Hong Luo, Jian Zhang, Wen-Tao Dong, Xiao-Han Zheng, Chuan Ye, Xiao-Bin Tian, Gang Liu, Xue-Song Zhu, Yan-Lin Li, Qing-Lin Kang, Fei Zhang, Wu-Xun Peng

**Keywords:** Apoptosis, Stem-cell research

## Abstract

The osteonecrotic area of steroid-induced avascular necrosis of the femoral head (SANFH) is a hypoxic microenvironment that leads to apoptosis of transplanted bone marrow mesenchymal stem cells (BMSCs). However, the underlying mechanism remains unclear. Here, we explore the mechanism of hypoxic-induced apoptosis of BMSCs, and use the mechanism to improve the transplantation efficacy of BMSCs. Our results show that the long non-coding RNA AABR07053481 (LncAABR07053481) is downregulated in BMSCs and closely related to the degree of hypoxia. Overexpression of LncAABR07053481 could increase the survival rate of BMSCs. Further exploration of the downstream target gene indicates that LncAABR07053481 acts as a molecular “sponge” of miR-664-2-5p to relieve the silencing effect of miR-664-2-5p on the target gene *Notch1*. Importantly, the survival rate of BMSCs overexpressing LncAABR07053481 is significantly improved after transplantation, and the repair effect of BMSCs in the osteonecrotic area is also improved. This study reveal the mechanism by which LncAABR07053481 inhibits hypoxia-induced apoptosis of BMSCs by regulating the miR-664-2-5p/*Notch1* pathway and its therapeutic effect on SANFH.

## Abstract (web summary)

Long non-coding RNA AABR07053481 is shown to inhibit hypoxia-induced apoptosis of bone marrow mesenchymal stem cells in rats by regulating the miR-664-2-5p/Notch1 pathway, promote the repair efficacy of BMSCs on early steroid-induced avascular necrosis of the femoral head.

## Introduction

Steroid-induced avascular necrosis of the femoral head (SANFH) is a common orthopedic complication after high-dose steroid hormone treatments^1,2^. SANFH ranks first among all types of non-traumatic femoral head necrosis and is one of the main diseases endangering human health worldwide^3,4^. Furthermore, 80% of untreated patients are prone to collapse of the femoral head structure and subchondral fractures in the late stage, and the disability rate is high^5–7^. Therefore, early prevention and treatment of SANFH are particularly important to reduce hip disability. Preclinical studies have shown that bone marrow mesenchymal stem cell (BMSC) transplantation may become an ideal treatment for early SANFH^8–11^. However, the transplanted BMSCs display high levels of apoptosis in the osteonecrotic area in vivo, which limits the transplantation efficacy^12,13^. The apoptosis of transplanted BMSCs is mainly related to the local hypoxic microenvironment in the necrotic area of the femoral head^14–17^. There is still a lack of effective intervention methods for hypoxia-induced apoptosis of transplanted BMSCs. How to effectively inhibit hypoxia-induced apoptosis of transplanted BMSCs and improve the efficacy of BMSC transplantation is a challenge for further research to overcome.

In the research of diseases related to ischemia-hypoxia, many non-coding RNAs (ncRNAs) have been found to play key roles in regulating hypoxia-induced apoptosis^18–20^. Long non-coding RNA (LncRNAs) belongs to a class of ncRNAs with transcripts that are between 200 nt and 100 kb in length. Many studies have shown that LncRNAs are widely involved in various biological processes, such as chromosome silencing, chromatin modification, transcriptional activation, transcriptional interference, and intranuclear transport^21–23^. LncRNA expression levels are regulated by parameters of the cell growth environment, such as hypoxic conditions. For example, under hypoxic conditions, LncEFNA3 can promote the proliferation of breast cancer cells from blood vessels to surrounding tissues^24^. Moreover, LncHOTTIP promotes epithelial-mesenchymal transformation under hypoxia^25^, and LncMALAT1 enhances arsenic-induced glycolysis under hypoxia^26^. Furthermore, the differential expression of LncRNAs may be closely related to cell function under hypoxic conditions. However, it is unclear whether there are differentially expressed LncRNAs that regulate hypoxia-induced apoptosis of BMSCs transplanted to the necrotic area of the femoral head. Therefore, searching for LncRNAs related to hypoxia-induced apoptosis of BMSCs and understanding their biological functions and regulatory mechanisms will help reveal new anti-apoptotic targets and provide a novel method to reduce hypoxia-induced apoptosis of transplanted BMSCs.

In this study, we analyzed the expression profile of LncRNAs in BMSCs using microarray data and found that LncAABR07053481 was associated with hypoxia-induced apoptosis of BMSCs. The role and mechanism of LncAABR07053481 as a competing endogenous RNA (ceRNA) of mir-664-2-5p, and its effect on the *Notch1* pathway and the inhibition of hypoxia-induced apoptosis of BMSCs were determined, and the repair efficacy of inhibiting hypoxia-induced apoptosis of BMSCs in early SANFH was evaluated. Our findings provide a novel idea and method for improving the efficacy of BMSC transplantation.

## Results

### LncAABR07053481 is downregulated under hypoxia and associated with apoptosis of BMSCs

To study the effect of hypoxia on BMSCs, we successfully isolated rat BMSCs (Supplementary Fig. 1) and constructed an early SANFH rat model (Supplementary Fig. 2a, b). Consistent with previous studies^27,28^, our data showed that the oxygen concentration in the necrotic area of the femoral head was <0.1% (Supplementary Fig. 2c). Subsequently, BMSCs were cultured under hypoxia (0% O_2_) for 48 h to simulate a hypoxic microenvironment, and we found that, in the hypoxic environment, the content of reactive oxygen species (ROS) in BMSCs was increased (Supplementary Fig. 2d, e), the mitochondrial membrane potential was decreased (Supplementary Fig. 2f, g), ATP synthesis was decreased (Supplementary Fig. 2h), the expression of apoptosis-related proteins was increased (Supplementary Fig. 2i–l), and there were a large number of apoptotic BMSCs (Supplementary Fig. 2m–o). This indicates that hypoxia can lead to the apoptosis of BMSCs. Studies have found that LncRNA plays an important role in the regulation of hypoxia-induced apoptosis^29,30^. Therefore, to reveal the LncRNAs that regulate BMSC apoptosis under hypoxic conditions, BMSCs were cultured under normoxia (20% O_2_) or hypoxia (0% O_2_) conditions for 48 h, and the LncRNA profiles of BMSCs exposed to normoxia or hypoxia were obtained by microarray analysis. 

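Total RNA from 3 BMSC samples kept in 20% oxygen and 3 kept in 0% oxygen for 48 h was hybridized to single-colour Agilent arrays, on which fluorescently labelled RNA binds to probes and the brightness of each spot rises with the amount of transcript. The authors deposited the scanner output of each array, read with Agilent Feature Extraction, as background-corrected intensities that had not been normalized, together with a table of their normalized log2 values. Each array held 41800 spots that were not controls, for 38804 probes, and 38620 of the probes had 1 spot. The median intensity was 36.9, 31.2 and 23.9 on normoxia arrays 1 to 3 and 25.0, 54.2 and 46.1 on hypoxia arrays 1 to 3. The median local background was 16, 14 and 14 under normoxia and 14, 22.5 and 22 under hypoxia. Detected probes, those above background on at least 0.5 of their spots, made up 75.1%, 77.9% and 74.3% of the probes on the normoxia arrays and 74.9%, 84.7% and 85.8% on the hypoxia arrays, and the number of saturated spots was 0 on every array. The arrays were read in 2 scans. The first held the normoxia arrays and hypoxia replicate 1 and the second held hypoxia replicates 2 and 3, so that the brighter background of those last 2 arrays went together with their scan.
Intensities were set on the log2 scale, averaged over the spots of a probe and quantile-normalized across the arrays over the 38733 probes with a value on all 6 arrays. Hypoxia and normoxia were compared with limma, with the replicate number as a block because the paper's methods name a paired test, and a probe was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change over 2-fold. With 3 arrays per group, the number of arrays limits the precision of every value. The array files gave a transcript accession or a gene name for few probes. Names were therefore taken by matching the 6 log2 values that the paper's supplementary data list for each gene of Fig. 1a and Fig. 3a to the probes. All 33 LncRNAs of Fig. 1a matched 1 probe each, with a largest difference of 4.7e-05, and the next nearest probe was at least 0.104 away. These 33 probes came from 2 series of probe names, of 3850 and 5505 probes, which were counted as LncRNAs together with a series of 958 probes whose names begin with uc. The remaining large series, of 28236 probes, was counted as mRNAs. This choice of classes was made after the data were examined. The values listed for the 30 genes of Fig. 3a also matched 1 probe each on these 6 arrays, where the columns listed as vector held the values of the hypoxia arrays and those listed as overexpression held the values of the normoxia arrays.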

Our results showed that 106 LncRNAs were upregulated and 173 LncRNAs were downregulated under hypoxic conditions, with 33 potential LncRNAs, in particular, being upregulated or downregulated by >3-fold after hypoxia, as shown in the heatmap (Fig. 1a). 

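Of 6246 LncRNA probes tested, 29 were upregulated and 76 were downregulated under hypoxia by limma, and 47 of these 105 changed by >3-fold. The alternative that raised these counts most was leaving out both arrays of replicate 1, which gave 906 upregulated and 435 downregulated LncRNAs. With hypoxia replicate 1 alone left out and no block, 858 were upregulated and 421 downregulated. When each array was scaled to its 75th percentile in place of quantile normalization, 355 were upregulated and 68 downregulated, so that the upregulated share of the changed LncRNAs was 83.9% against 27.6% after quantile normalization. That scaling moved the median log2 change of the LncRNA probes to 0.49. When the scan was added to the model as a block in place of the replicate number, which was chosen after the data were examined, 76 LncRNAs were upregulated and 83 downregulated, in a fit that rests on the 1 hypoxia array of the first scan. With the scan and the replicate number both as blocks, limma called 0 LncRNAs in either direction, against 136 upregulated and 132 downregulated at an unadjusted p under 0.05. The paired test that the paper's methods name called 0 in either direction after adjustment, and 37 upregulated and 82 downregulated without it.
For each of the 33 LncRNAs of Fig. 1a, the mean change on these arrays was >3-fold and had the listed direction, with LOC102555870 taken at its measured normoxia values although these were not well above background. The adjusted threshold was passed by 24 of them, 7 of the 15 listed as upregulated and 17 of the 18 listed as downregulated. The paper chose these LncRNAs on the same arrays, so their changes are not independent evidence. Hypoxia replicate 1, read in the same scan as the normoxia arrays, lay on the listed side of the normoxia mean for all 33, and by over 2-fold for 25, which were 8 of those listed as upregulated and 17 of those listed as downregulated. The mean of hypoxia replicates 2 and 3 differed from normoxia by over 2-fold for all 33. Among the downregulated LncRNAs the median log2 change was -1.57 in hypoxia replicate 1 and -2.31 in the other hypoxia arrays. Among the upregulated LncRNAs it was 1.65 and 2.07. The probe of LOC102555870, listed as upregulated, was below the detection limit on all 3 normoxia arrays. Set against the lowest detected signal on each of those arrays, it was at least 2.72-fold higher under hypoxia, so that for this LncRNA a change over 3-fold is not established.

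**Figure D1:**
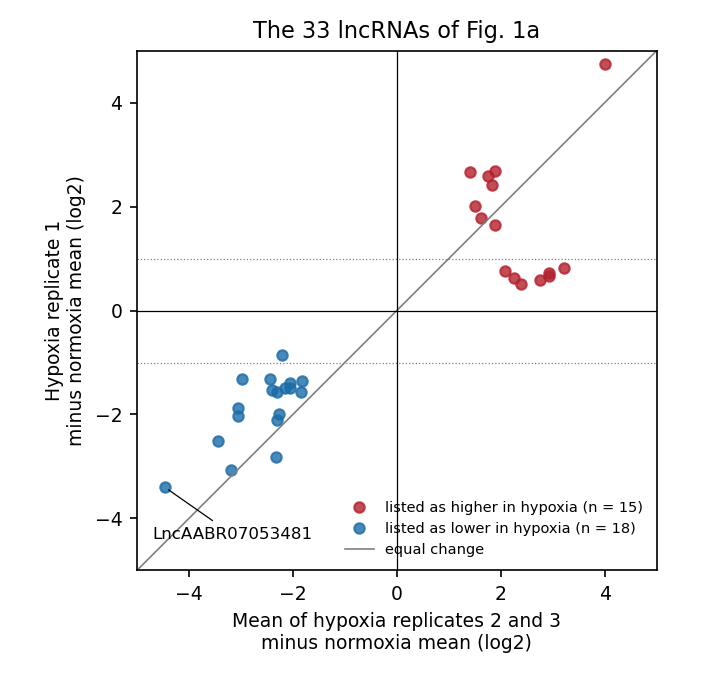
Log2 change from the normoxia mean of each of the 33 LncRNAs of Fig. 1a (points), for the mean of hypoxia replicates 2 and 3 on the horizontal axis and hypoxia replicate 1 on the vertical axis, with a diagonal line for equal change and dotted lines at a 2-fold change in replicate 1. Every LncRNA lies on the same side of 0 on both axes, and the change was larger in hypoxia replicate 1 for 8 of the 33.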

We focused on a LncRNA transcript that was highly downregulated during hypoxia (i.e., LncAABR07053481, transcript ID: ENSRNOT00000078988.1, source: Ensembl; the LncRNA transcript also matches LOC120101634, Accession: XR_005502377, source: RefSeq). 

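LncAABR07053481 was matched to 1 probe, named ASRN6LNC1A100003437V3 in the array files, with 1 spot per array. Its normalized log2 value was 7.21 ± 0.17 (SD, n = 3) under normoxia and 3.11 ± 0.61 (SD, n = 3) under hypoxia. The log2 fold change was -4.11 (standard error 0.27, adjusted p = 0.00892 from limma with Benjamini-Hochberg adjustment), or 17.2-fold lower under hypoxia. All 3 hypoxia arrays lay below all 3 normoxia arrays (two-sided exact permutation test, p = 0.1, the smallest that 3 arrays against 3 allow). Among the 6246 LncRNA probes tested, none had a lower log2 fold change. Before normalization, the background-corrected intensity of the spot was 182, 128 and 125 on the normoxia arrays and 9.66, 12.9 and 11.0 on the hypoxia arrays. The local background around the spot was 14, 20 and 20 on the hypoxia arrays, where the uncorrected spot median was 22.5, 33 and 27.5. The spot passed the detection flags on all 6 arrays, but the size of the decrease rests on a hypoxia signal smaller than the background beneath it. When the background was corrected with limma's normexp method and an offset of 50, which shrinks dim values, the log2 fold change was -1.59 (adjusted p = 0.00534). The paper describes LncAABR07053481 as highly downregulated during hypoxia and states that it focused on this transcript.

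**Figure D2:**
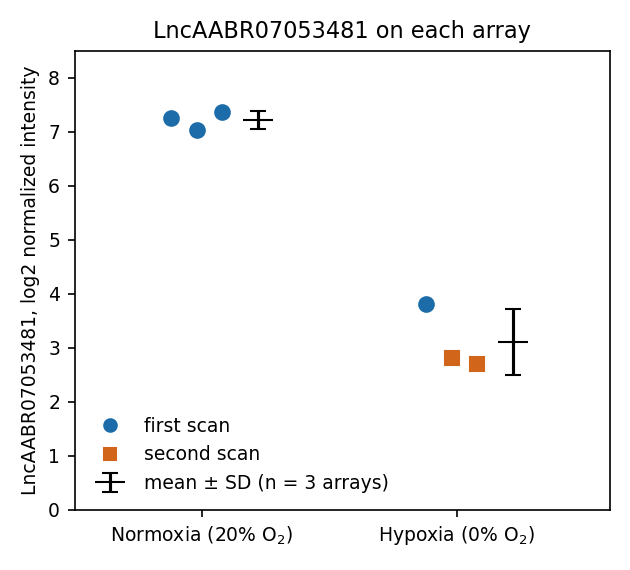
Normalized log2 intensity of LncAABR07053481 on each array (points, in one color and shape per scan), by oxygen condition, with the mean and SD of 3 arrays beside them. The normoxia arrays lie between 7.03 and 7.36 and the hypoxia arrays between 2.70 and 3.81.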

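In the RefSeq annotation of the rat assembly GRCr8, used here for names and neighbours only, LOC120101634 is annotated as a LncRNA gene on chromosome 3 with 3 transcripts. Its nearest annotated neighbours are LOC134486427, another LncRNA gene, on one side and the pseudogene Cks2-ps1 on the other. Beyond these lie the protein-coding gene Rasgrp1 and LOC120102023, a small nuclear RNA gene. Its values come from the 1 probe that was matched by the listed values, and other probes for it could not be looked for among the probes without a name, so no separate value was had for its individual transcripts.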

LncAABR07053481, located on chromosome 3, is composed of six exons with a full-length 2112-nt transcript. Of note, LncAABR07053481 lacks the ability to encode protein (Fig. 1b). In addition, it does not produce any detectable peptides according to the prediction made with CPAT and by in vitro translation assay (Fig. 1c, d). Subsequently, to verify the microarray data, we detected the expression of LncAABR07053481 in the BMSC hypoxia model by qPCR, and the results were consistent with the microarray data. Specifically, we found that the expression of LncAABR07053481 was significantly downregulated under hypoxia, and, with the aggravation of hypoxia, the apoptosis rate of BMSCs increased, while the expression of LncAABR07053481 was continuously downregulated (Fig. 1e–g). 

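On the arrays, the downregulation of LncAABR07053481 was present in each hypoxia sample. Hypoxia replicate 1, which was scanned together with the normoxia arrays, was lower than the normoxia mean by a log2 difference of -3.40, and the mean of hypoxia replicates 2 and 3, from the other scan, by -4.46. Fitted with the scan as a block in place of the replicate number, the adjusted p was 0.000799 from limma, and it was 0.00259 when only the first scan was used. Both fits were chosen after the data were examined, and both set a single hypoxia array against the normoxia arrays, its spread being taken from the other arrays, so that neither p is a test over replicate hypoxia samples. With both the scan and the replicate number as blocks, which leaves 1 residual degree of freedom, the log2 fold change was -3.44 and the adjusted p was 0.0587, above 0.05. Leaving out the arrays of replicate 1, 2 or 3 gave log2 fold changes of -4.44, -4.05 and -3.83. Over all of the settings tried the adjusted p ranged from 4.66e-21, by limma without replicate 2, to 0.246. The highest came from the methods' paired t-test adjusted over all probes tested. The lowest rests on 2 arrays per condition, with a spread that limma took mostly from the other probes. It does not measure the spread between replicates of this probe.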

In vitro, our results showed that the expression of LncAABR07053481 in BMSCs was downregulated under hypoxia, suggesting that LncAABR07053481 may be closely related to hypoxia-induced apoptosis of BMSCs. We also verified the expression of LncAABR07053481 in vivo and the relationship between LncAABR07053481 and the apoptosis of transplanted BMSCs. In vivo, we found that, compared with the control (Normal) group, the expression of LncAABR07053481 in the BMSCs transplanted with the model (SANFH) group was significantly downregulated (Fig. 1h). Moreover, the expression of LncAABR07053481 in the BMSC transplantation group was continuously downregulated with the prolongation of transplantation time in vivo (Fig. 1i). Thus, both in vitro and in vivo data showed that the differential expression of LncAABR07053481 may be closely related to hypoxia-induced apoptosis of BMSCs.

**Fig. 1:**
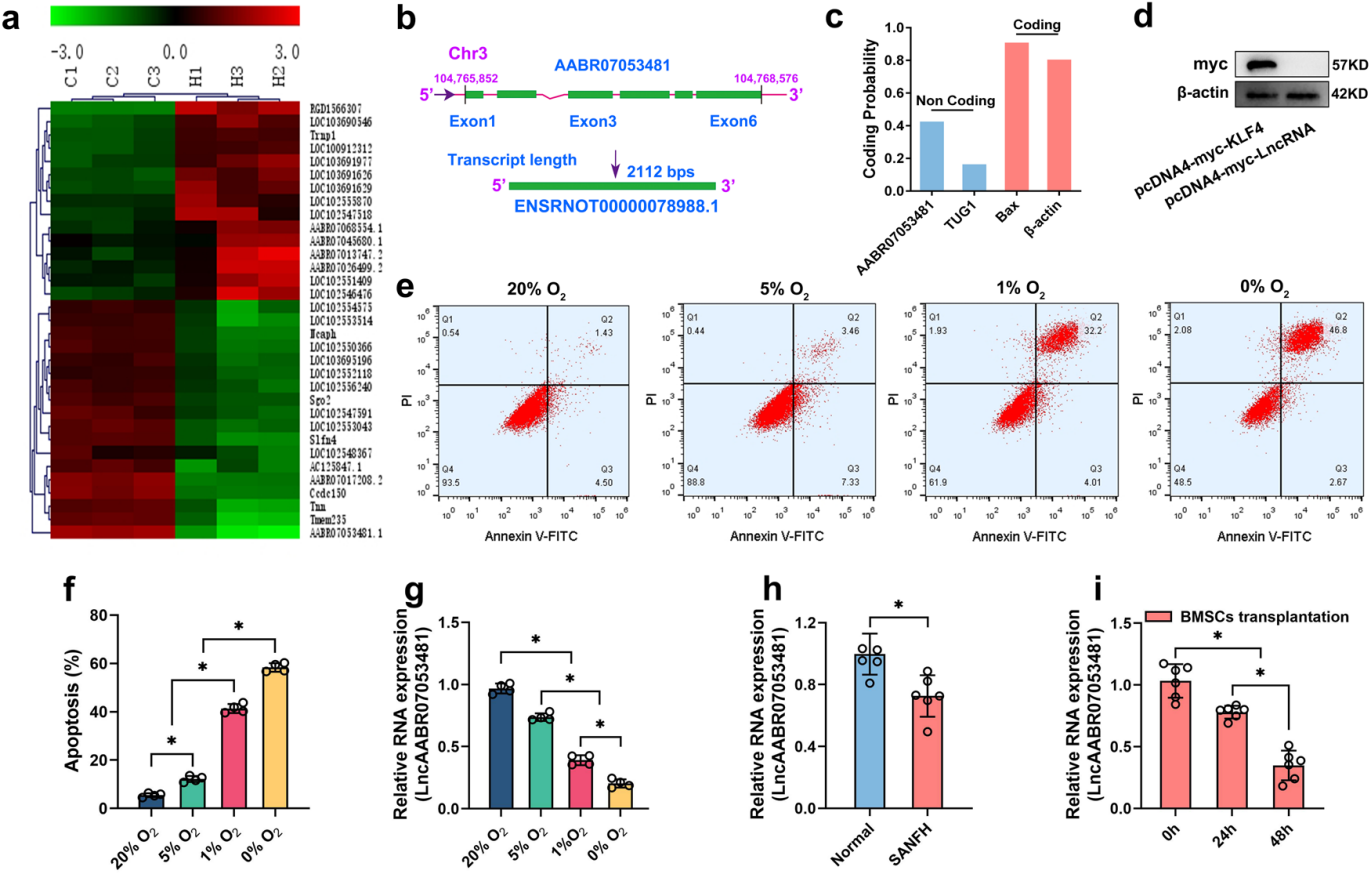
LncAABR07053481 is downregulated under hypoxia and associated with apoptosis of BMSCs. **a** Cluster analysis of LncRNAs (*n* = 3). **b** Location of LncRNA in the genome. **c** Prediction of LncAABR07053481 coding capability by the coding-potential assessment tool (CPAT). **d** The expression of the Myc-fused protein was analyzed by immunoblotting with an anti-Myc antibody (*n* = 3). **e**, **f** The relationship between the degree of hypoxia and apoptosis (*n* = 4). **g** Expression of LncAABR07053481 under different oxygen concentrations (*n* = 4). **h** Detection of LncAABR07053481 expression in the normal femoral head and the area of osteonecrosis by qPCR (*n* = 6). **i** Detection of LncAABR07053481 expression in BMSCs at different times after transplantation by qPCR (*n* = 6). Data were shown as mean ± SD. ^*^P < 0.05; In (**h**), statistical significance was calculated by Student’s *t*-test; in (**f**, **g**, **i**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc tests.

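Over the 30451 detected probes, Pearson correlations of the normalized log2 values were computed between all pairs of the 6 arrays. They are correlations across probes, which are not independent replicates. The normoxia arrays correlated with one another at 0.996 to 0.997, and hypoxia replicates 2 and 3 at 0.994. Hypoxia replicate 1 correlated with the normoxia arrays at 0.985 to 0.987, and with hypoxia replicates 2 and 3 at 0.974. In average-linkage clustering on 1 minus the correlation, hypoxia replicate 1 therefore joined the normoxia arrays. It did so as well for the LncRNA probes and for the mRNA probes taken apart. When the detected probes were divided by mean brightness into 4 groups, hypoxia replicate 1 joined the normoxia arrays in the 3 dimmer groups. In the brightest group it joined the hypoxia arrays, with correlations of 0.957 to 0.962 with normoxia and 0.965 to 0.969 with hypoxia replicates 2 and 3. Over the 33 LncRNAs of the heatmap, which the paper selected for their difference between the conditions, the arrays split by oxygen, as the paper shows. There hypoxia replicate 1 correlated at 0.931 to 0.941 with the other hypoxia arrays and at 0.646 to 0.658 with the normoxia arrays.

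**Figure D3:**
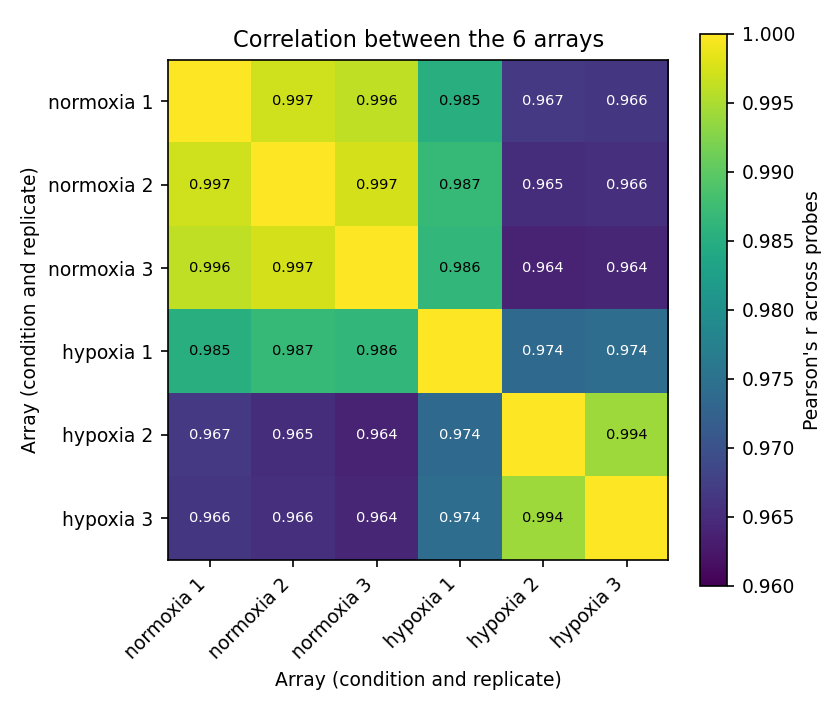
Pearson correlation across the 30451 detected probes between each pair of the 6 arrays, with the value written in each cell and its color from 0.96 to 1. Hypoxia replicate 1 has higher values with the normoxia arrays, at 0.985 to 0.987, than with hypoxia replicates 2 and 3, at 0.974.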

### LncAABR07053481 can inhibit hypoxia-induced apoptosis of BMSCs

To further clarify the role of LncAABR07053481 differential expression in the apoptosis of BMSCs, we transfected BMSCs with LncAABR07053481-overexpression lentivirus (Lv-LncAABR07053481) and LncAABR07053481-knockdown lentivirus (shLV-LncAABR07053481), respectively. The results of qPCR showed that LncAABR07053481 was successfully overexpressed or knocked down in the BMSCs (Fig. 2a). Then, to verify the key role of LncAABR07053481 in the regulation of apoptosis in BMSCs, we first knocked down LncAABR07053481 in BMSCs under normoxia, and the results showed that, under normoxia, the LncAABR07053481-knockdown group (sh AABR07053481) exhibited increased BMSC apoptosis compared with the empty vector group (Vec) (Fig. 2b, c). We next subjected BMSCs to hypoxia (0% O_2_) for 48 h. Notably, compared with the empty vector group, overexpression of LncAABR07053481 in BMSCs (Oe AABR07053481) significantly reduced the hypoxia-induced apoptosis of BMSCs (Fig. 2d, e). Consistently, the protein level of caspase-3 (CASP-3) was also decreased, while the expression levels of the anti-apoptosis–related proteins Survivin and B-cell lymphoma 2 (Bcl-2) were increased in BMSCs overexpressing LncAABR07053481 (Fig. 2f–i). Conversely, knockdown of LncAABR07053481 in BMSCs (sh AABR07053481) significantly increased the level of CASP-3 protein, inhibited the expression of Survivin and Bcl-2, and further aggravated the hypoxia-induced apoptosis of BMSCs (Fig. 2d–i).

**Fig. 2:**
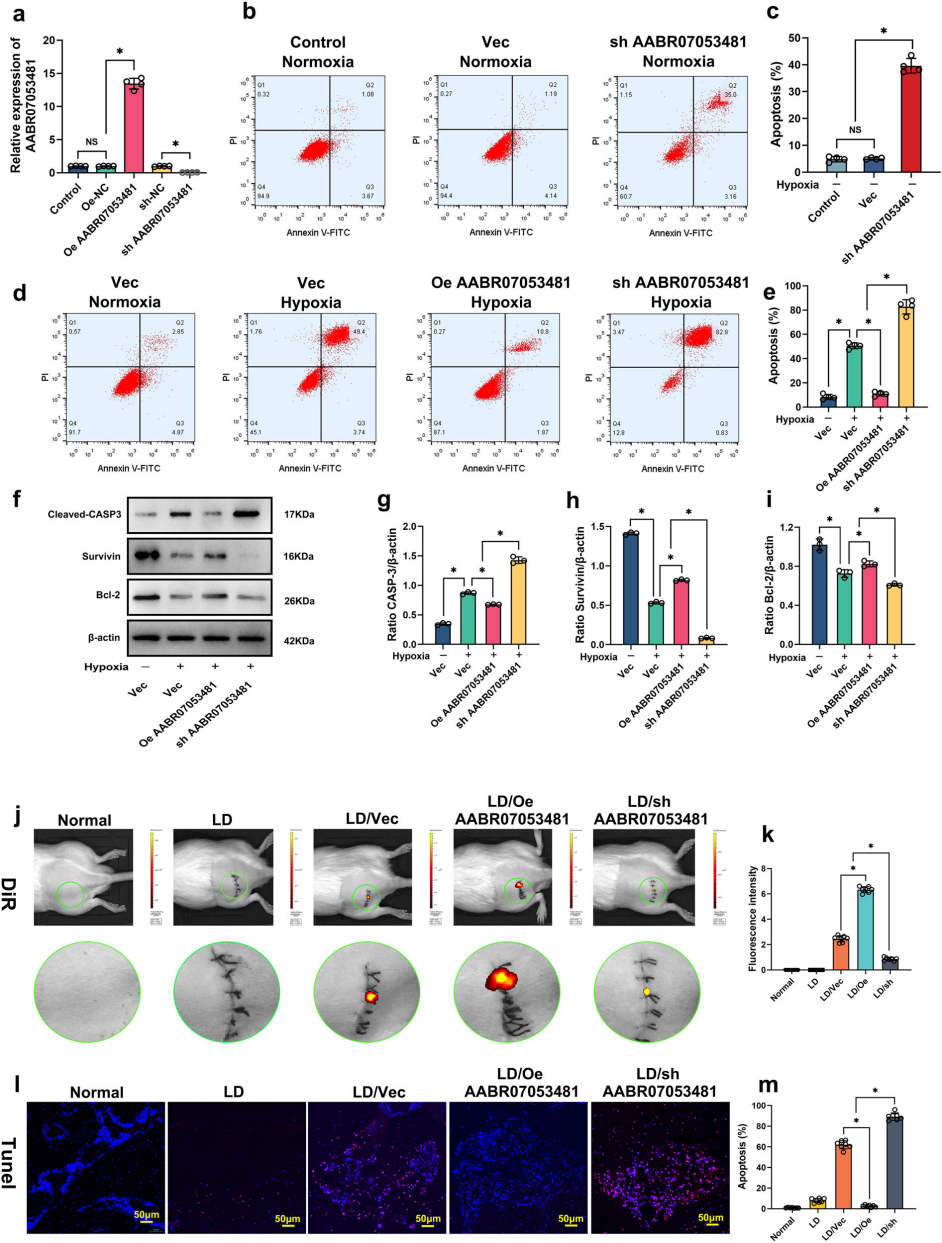
LncAABR07053481 can inhibit hypoxia-induced apoptosis of BMSCs. **a** The expression of LncAABR07053481 was detected by qPCR (*n* = 4). **b**–**e** Detection of BMSC apoptosis under different conditions by Annexin V-fluorescein isothiocyanate (FITC, green)/propidium iodide (PI, red) (*n* = 4). **f**–**i** The expression levels of CASP-3, Survivin, and Bcl-2 were detected by western blotting (*n* = 3). **j** Forty-eight hours after surgery, the fluorescence intensity of 1,1-dioctadecyl-3,3,3,3-tetramethylindotricarbocyanine iodide (DiR, red) in the transplantation area was detected by live imaging of small animals (*n* = 7). **k** Quantitative analysis of DiR fluorescence intensity in the transplanted area (*n* = 7). **l**–**m** At 48 h after surgery, TdT-mediated dUTP nick-end labeling (TUNEL, red) /4’,6-diamidino-2-phenylindole (DAPI, blue) was used to detect apoptosis in the transplantation area (*n* = 7). Data were shown as mean  ±  S.D. ^*^P < 0.05; in (**a**, **c**, **e**, **g**–**i**, **k**, **m**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc test.

To further determine the anti-apoptosis effect of LncAABR07053481 in vivo, we overexpressed or knocked down LncAABR07053481 in BMSCs, then labeled BMSCs with 1,1-dioctadecyl-3,3,3,3-tetramethylindotricarbocyanine iodide (DiR) fluorescence to track the viable BMSCs in vivo (i.e., positive DiR-labeled cells were viable). Finally, BMSCs were transplanted to treat the SANFH model rats, and the survival of BMSCs in vivo was detected using the Spectrum IVIS. At 48 h after BMSC transplantation, we found that the DiR fluorescence intensity in the operative area of the overexpression group (LD/Oe AABR07053481) was significantly higher than that in the empty vector group (LD/Vec), while that in the knockdown group (LD/sh AABR07053481) was significantly decreased (Fig. 2j, k). Furthermore, the results of TUNNEL staining showed that the LncAABR07053481-overexpression group displayed a significantly reduced apoptosis rate of transplanted BMSCs, while LncAABR07053481 knockdown increased the apoptosis of transplanted BMSCs in the transplantation area (Fig. 2l, m). Together, these findings suggest that LncAABR07053481 can inhibit hypoxia-induced apoptosis of transplanted BMSCs in vitro and in vivo.

### LncAABR07053481 inhibits hypoxia-induced apoptosis of BMSCs by regulating the *Notch1* pathway

To establish the mechanism by which LncAABR07053481 inhibits hypoxia-induced apoptosis of BMSC, we performed microarray analysis on BMSCs overexpressing LncAABR07053481. The results showed that the gene-expression profile differed between the LncAABR07053481-overexpression group and the empty virus group (Fig. 3a). KEGG pathway analysis and GSEA demonstrated that these differentially expressed genes were significantly enriched in the *Notch1* pathway. Moreover, the *Notch1* pathway had the highest enrichment scores, in which *Notch1* mRNA was significantly upregulated after LncAABR07053481 overexpression (Fig. 3b, c). We next verified the microarray data using qPCR and western blot analysis, and the results showed that the expression of *Notch1* and *Notch1* intracellular domain (NICD1) in BMSCs overexpressing LncAABR07053481 were significantly upregulated under hypoxia (Fig. 3d–g). Previous studies have shown that the activation of the *Notch1* signaling triggers the cleavage of *Notch1* receptors, causing NICD1 (the intracellular active fragment of *Notch1*) to release from the cell membrane and into the nucleus, which can inhibit apoptosis by upregulating the transcription and expression of *Notch1* target genes (Survivin and Bcl-2)^31–34^. Therefore, these data suggest that LncAABR07053481 promotes the expression of anti-apoptotic proteins such as Survivin and Bcl-2 by activating the *Notch1* pathway and finally inhibits the hypoxia-induced apoptosis of BMSCs.

**Fig. 3:**
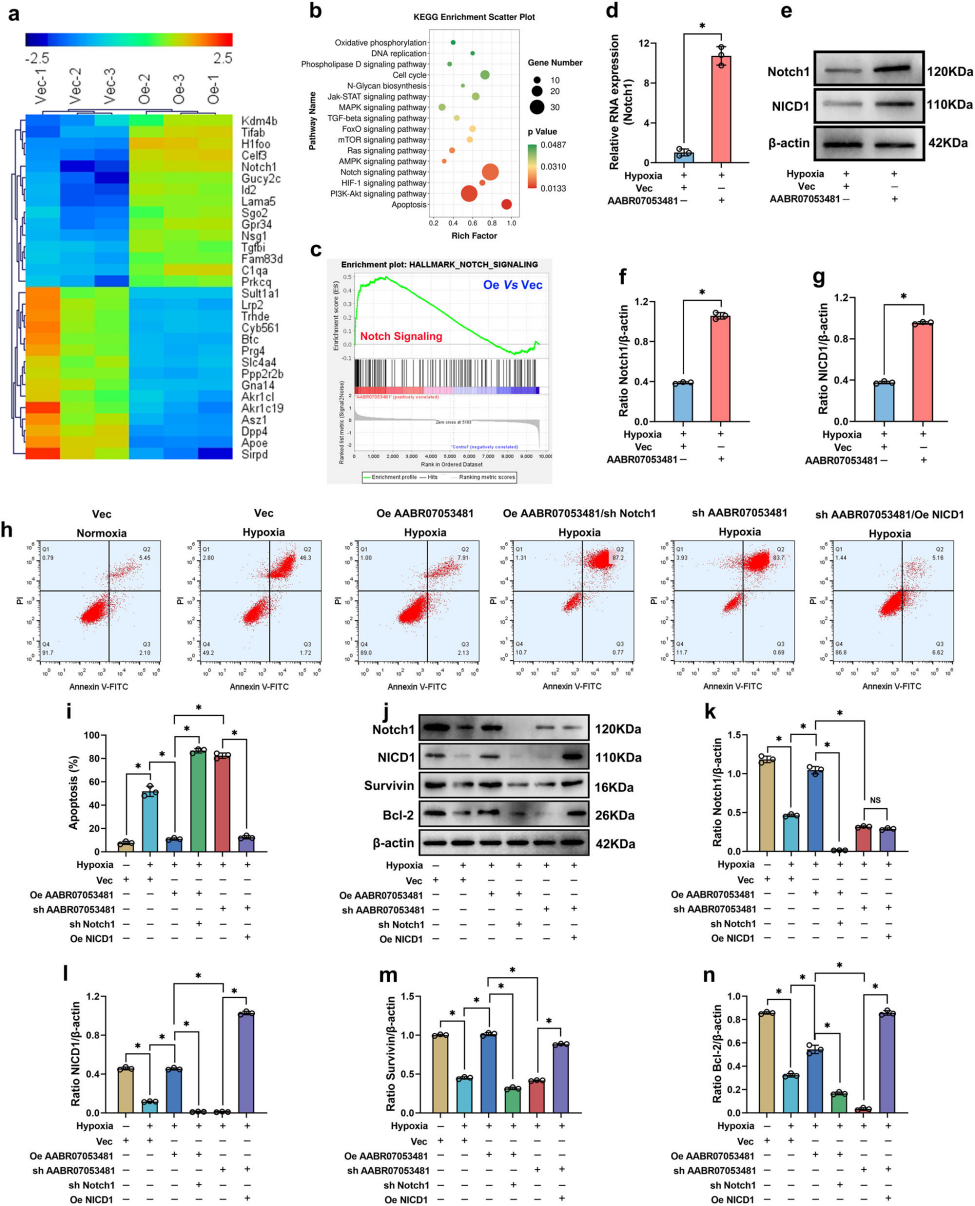
LncAABR07053481 inhibits hypoxia-induced apoptosis of BMSCs by regulating the *Notch1* pathway. **a** mRNA clustering analysis (*n* = 3). **b** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis of differentially expressed genes. **c** Gene set enrichment analysis (GSEA). **d** The expression of *Notch1* was detected by qPCR (*n* = 3). **e**–**g** The expression levels of *Notch1* and NICD1 were detected by western blotting (*n* = 3). **h**, **i** Detection of BMSC apoptosis by Annexin V-FITC/PI (*n* = 3). **j**–**n** The expression levels of *Notch1*, NICD1, Survivin, and Bcl-2 were detected by western blotting (*n* = 3). Data were shown as mean  ±  SD. ^*^P < 0.05; In (**d**, **f**, **g**), statistical significance was calculated by Student’s *t*-test; In (**i**, **k**–**n**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc test.

Subsequently, we verified the role of the *Notch1* pathway in the regulation of hypoxia-induced apoptosis of BMSCs. The results showed that under hypoxia, overexpression of LncAABR07053481 in BMSCs significantly increased the levels of *Notch1* and NICD1, upregulated the expression of Survivin and Bcl-2, and reduced the apoptosis of BMSCs (Fig. 3h–n). Knockdown of the *Notch1* gene in BMSCs overexpressing LncAABR07053481 blocked the anti-apoptosis of LncAABR07053481, downregulated the expression of Survivin and Bcl-2, and increased the apoptosis of BMSC (Fig. 3h–n). By contrast, in the overexpression of NICD1 on the basis of LncAABR07053481 knockdown to activate the *Notch1* pathway, hypoxia-induced apoptosis of BMSCs was significantly inhibited, and the expression levels of Survivin and Bcl-2 were significantly upregulated (Fig. 3h–n). These findings suggest that LncAABR07053481 can inhibit hypoxia-induced apoptosis of BMSCs by regulating the *Notch1* pathway.

### LncAABR07053481 functions as a ceRNA and sponges miR-664-2-5p in BMSCs

To investigate the molecular mechanism by which LncAABR07053481 regulates the *Notch1* pathway, we first confirmed that LncAABR07053481 was mainly located in the cytoplasm by RNA-FISH (Fig. 4a). Increasing evidence has shown that classic regulation of LncRNA in the cytoplasm occurs as a result of ceRNAs; this removes the silencing effect of miRNA on target genes by adsorbing miRNA and finally promotes the expression of target genes^35,36^. As a result, we considered whether LncAABR07053481 regulates and activates *Notch1* through similar mechanisms. To test this hypothesis, we used bioinformatics tools, such as Targetscan and RegRNA, to predict the possible binding miRNAs of the untranslated region at the 3’ end of *Notch1* mRNA (*Notch1* mRNA 3’UTR) and LncAABR07053481. The results show that miR-664-2-5p is a potential target for the combination of LncAABR07053481 and *Notch1* mRNA 3’UTR (Fig. 4b). In addition, prediction by bioinformatics tools demonstrated that LncAABR07053481 and *Notch1* mRNA 3′UTR share a consensus binding site on miR-664-2-5p (Fig. 4c). Therefore, we speculated that LncAABR07053481 acts as the ceRNA of miR-664-2-5p.

**Fig. 4:**
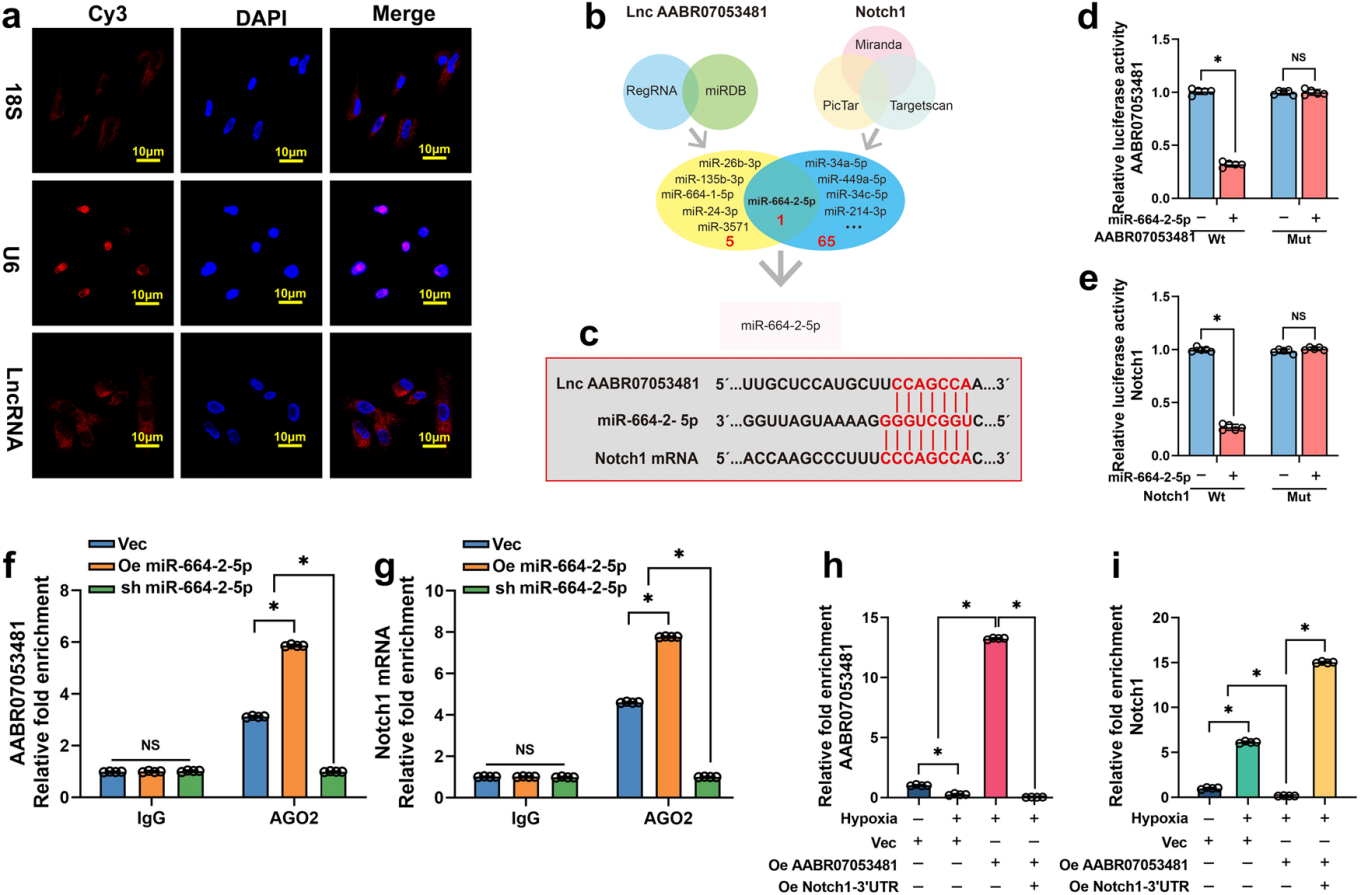
LncAABR07053481 functions as a ceRNA and sponges miR-664-2-5p in BMSCs. **a** RNA fluorescence in situ hybridization (RNA-FISH) detection of the subcellular localization of LncAABR07053481, 18S, and U6 were used as positive control. *(n* = 4). **b** Bioinformatics tools predict the miRNAs that may bind to the untranslated region at the 3’ end of *Notch1* mRNA (*Notch1* mRNA 3′UTR) and LncAABR07053481. **c** Binding sites of miR-664-2-5p with LncAABR07053481 and *Notch1* mRNA 3′UTR. **d**, **e** Luciferase reporter assay shows that miR-664-2-5p binds to LncAABR07053481 and *Notch1* mRNA (*n* = 5). **f**–**h** RNA immunoprecipitation (RIP) detection of LncAABR07053481 enrichment to miRNA ribonucleoprotein complexes (miRNPs) (*n* = 4). **g**–**i** RIP detection of enrichment of *Notch1* mRNA to miRNPs (*n* = 4). Data were shown as mean  ±  SD. ^*^P < 0.05; In (**d**–**i**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc test.

Next, we applied a luciferase assay to detect the specific binding sites between the LncAABR07053481/*Notch1* mRNA 3′UTR and miR-664-2-5p. We mutated miR-664-2-5p putative binding sites in LncAABR07053481, and then constructed dual-luciferase reporter vectors that contained the LncAABR07053481 mutant (LncAABR07053481-Mut) or wild-type (LncAABR07053481-Wt). Figure 4d shows that the relative luciferase activity of LncAABR07053481-Wt in BMSCs was obviously reduced after co-transfection of miR-664-2-5p, but did not change the activity of the mutant vector, suggesting that miR-664-2-5p is a direct target of LncAABR07053481. Similarly, we constructed a luciferase reporter vector that contained wild-type or mutant miR-664-2-5p putative binding sites in the *Notch1* mRNA 3′UTR (*Notch1* mRNA 3′UTR-Wt and *Notch1* mRNA 3’UTR-Mut). The alignment of the complementary binding of miR-664-2-5p and the 3′UTR of *Notch1* was confirmed by the luciferase assay (Fig. 4e). These results confirmed that miR-664-2-5p could specifically bind to LncAABR07053481 and the *Notch1* mRNA 3′UTR at the predicted binding sites.

To confirm the competitive relationship between LncAABR07053481 and *Notch1* mRNA, RIP experiments were conducted to detect the enrichment of LncAABR07053481 and *Notch1* mRNA to miRNA ribonucleoprotein complexes (miRNPs) in BMSC extracts using an AGO2 antibody. The results showed that both LncAABR07053481 and *Notch1* mRNA were specifically enriched in AGO2 antibody-associated complexes, but not in control IgG (Fig. 4f, g). Moreover, the enrichment of LncAABR07053481 and *Notch1* mRNA to miRNPs increased after the overexpression of miR-664-2-5p, while the enrichment of LncAABR07053481 and *Notch1* mRNA decreased following the knockdown of miR-664-2-5p (Fig. 4f, g). We also found that the overexpression of LncAABR07053481 in BMSCs significantly increased the enrichment of LncAABR07053481 to miRNPs (Fig. 4h), but significantly decreased the enrichment of *Notch1* mRNA to miRNPs (Fig. 4i). By contrast, overexpression of the 3′UTR of *Notch1* mRNA increased the enrichment of *Notch1* mRNA to miRNPs (Fig. 4i), while the enrichment of LncAABR07053481 to miRNPs was decreased significantly (Fig. 4h). Taken together, these data show that LncAABR07053481 functions as a ceRNA for miR-664-2-5p in the regulation of hypoxia-induced BMSC apoptosis.

### The LncAABR07053481/miR-664-2-5p/*Notch1* axis is involved in the regulation of hypoxia-induced apoptosis of BMSCs

To further verify the regulatory role of the LncAABR07053481/miR-664-2-5p/*Notch1* axis in hypoxia-induced apoptosis of BMSCs, we overexpressed LncAABR07053481 in BMSCs (Fig. 5a), then subjected the cells to hypoxia for 48 h. The results showed that, compared with the empty vector group, the upregulation of LncAABR07053481 significantly increased the expression of both *Notch1* and NICD1 (Fig. 5d–f) and reduced the hypoxia-induced apoptosis of BMSCs (Fig. 5g, h). Next, we upregulated the expression of miR-664-2-5p again in the BMSCs that overexpressed LncAABR07053481 (Fig. 5b). The results showed that, under hypoxic conditions, the expression levels of *Notch1* and NICD1 in BMSCs were significantly downregulated (Fig. 5d–f), while the apoptosis of BMSCs was increased (Fig. 5g, h). This trend may be because the upregulation of miR-664-2-5p increased the enrichment of LncAABR07053481 and *Notch1* to miRNPs, strengthened the silencing of *Notch1* mRNA by miR-664-2-5p, and significantly inhibited the anti-hypoxia-induced apoptosis of LncAABR07053481. Subsequently, we continued to upregulate the expression of NICD1 in BMSCs that overexpressed both LncAABR07053481 and miR-664-2-5p to activate the *Notch1* pathway (Fig. 5c–f). As a result, we found that the apoptosis of BMSCs was decreased significantly following the upregulation of NICD1 (Fig. 5g, h). These results reveal that the upregulation of NICD1 promotes the survival of BMSCs under hypoxic conditions. Overall, our data suggest that the LncAABR07053481/miR-664-2-5p/*Notch1* axis regulates the hypoxia-induced apoptosis of BMSCs.

**Fig. 5:**
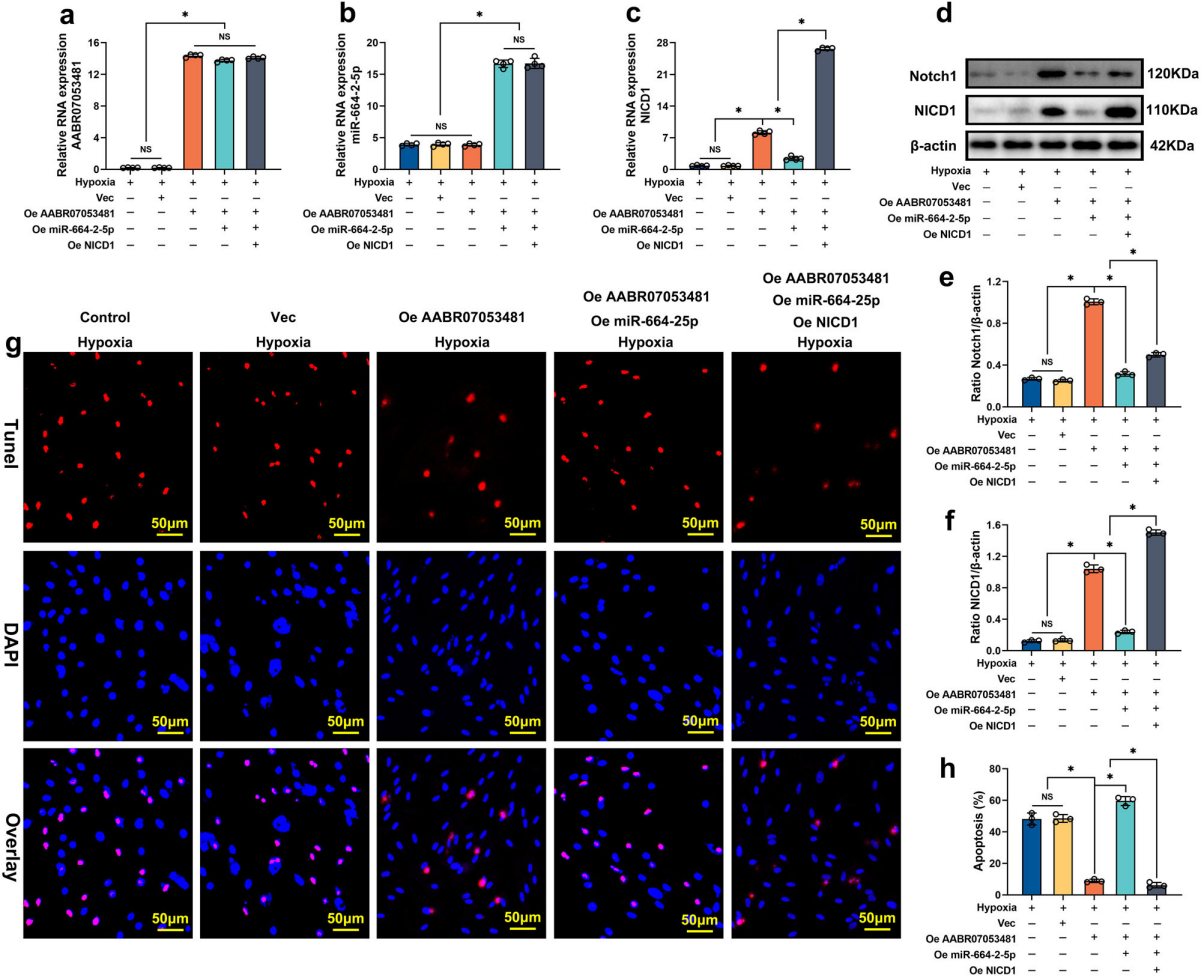
The LncAABR07053481/miR-664-2-5p/*Notch1* axis is involved in the regulation of hypoxia-induced apoptosis of BMSCs. **a**–**c** The expressions of LncAABR07053481, miR-664-2-5p, and NICD1 were detected by qPCR (*n* = 4). **d**–**f** The expression levels of *Notch1* and NICD1 were detected by western blotting (*n* = 3). **g**, **h** Detection of BMSC apoptosis under different conditions by TUNEL/DAPI (*n* = 3). Data were shown as mean  ± SD. ^*^P < 0.05; In (**a**–**c**, **e**, **f**, **h**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc test.

### LncAABR07053481-overexpressed BMSCs promote the repair of early SANFH

Determining novel anti-apoptotic targets and inhibiting hypoxia-induced apoptosis of BMSCs will help to improve the repair effect of transplanted BMSCs in early SANFH. Our data indicate that LncAABR07053481 inhibits hypoxia-induced apoptosis of BMSCs in vitro and in vivo. However, it is unclear whether the inhibition of the hypoxia-induced apoptosis of BMSCs by LncAABR07053481 can improve the repair effect in early SANFH. Therefore, we transplanted BMSCs with overexpression or knockdown of LncAABR07053481 to repair early SANFH in a rat model, then further evaluated the efficacy of LncAABR07053481-modified BMSCs on early SANFH. At 12 weeks after BMSC transplantation, we evaluated the repair of the osteonecrotic area by micro-CT examination. Ultimately, the results showed that, compared with the Normal group, there were different degrees of bone defects in the lesion debridement group (LD), empty vector group (LD/Vec), and knockdown group (LD/sh AABR07053481), and the defect area had not been completely repaired. In the LncAABR07053481-overexpression group (LD/Oe AABR07053481), the bone defect area had been completely filled with bone tissue, and the defect area had been completely repaired, with no significant difference compared with the normal group (Fig. 6a). Similarly, compared with the normal group, the number of trabeculae, the trabecular thickness, and the new bone volume fraction in the osteonecrotic area of the LD group, LD/Vec group, and LD/sh AABR07053481 group were significantly decreased. By contrast, compared with the LD group, LD/Vec group, and LD/sh AABR07053481 group, the LncAABR07053481-overexpression group demonstrated a significantly increased number of trabeculae, trabecular thickness, and new bone volume fraction in the osteonecrotic area (Fig. 6b–d). In addition, the results of H&E and Masson’s staining were consistent with those of the micro-CT examination. In the LncAABR07053481-overexpression group, the osteonecrotic area was completely repaired, and the bone tissue tended to mature (Fig. 6e). Immunohistochemical detection of osteogenic markers showed that, compared with the Normal group, the levels of runt-related transcription factor 2 (Runx2) and osteopontin (OPN) were decreased in the LD group, LD/Vec group, and LD/sh AABR07053481 group. The LncAABR07053481-overexpression group also demonstrated significantly increased levels of Runx2 and OPN in the osteonecrotic area compared with those of the LD group, LD/Vec group, and LD/sh AABR07053481 group (Fig. 6f–h). These results confirm that LncAABR07053481 improves the efficacy of transplanted BMSCs in early SANFH.

**Fig. 6:**
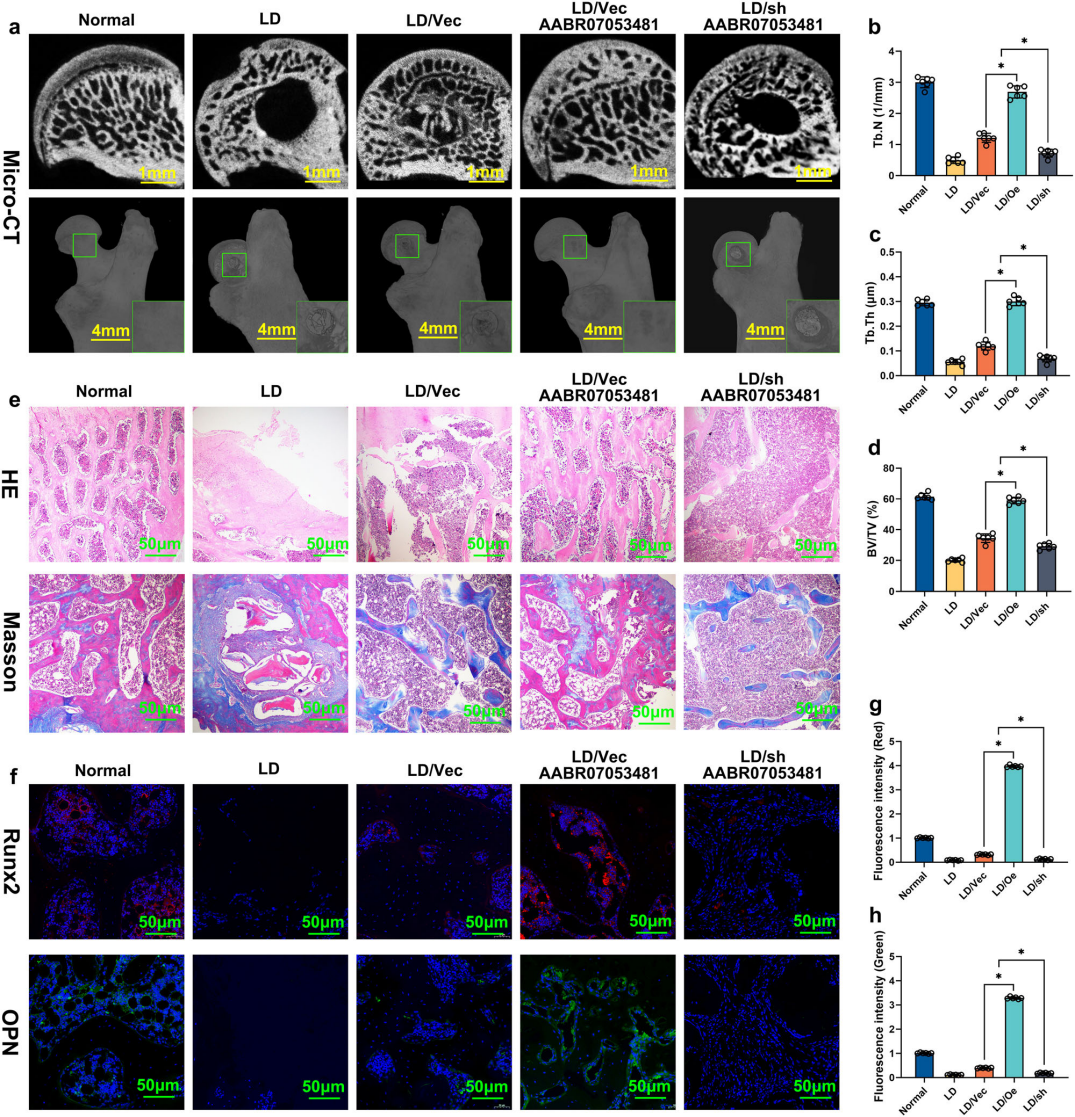
LncAABR07053481-overexpressed BMSCs promote the repair of early SANFH. **a** At 12 weeks after BMSC transplantation, micro-CT was used to analyze the repair of the necrotic area of the femoral head (*n* = 6). **b**–**d** Quantitative analysis of the number of trabeculae, the trabecular thickness, and the volume fraction of new bone tissue (*n* = 6). **e** At 12 weeks after BMSC transplantation, H&E and Masson staining were used to evaluate the repair of the necrotic area of the femoral head (*n* = 6). **f** At 12 weeks after BMSC transplantation, immunohistochemistry was used to detect osteogenic markers of runt-related transcription factor 2 (Runx2, Cy3 label, red) and osteopontin (OPN, FITC label, green) (*n* = 6). **g** Quantitative analysis of Runx2 expression (*n* = 6). **h** Quantitative analysis of OPN expression (*n* = 6). Data were shown as mean ± SD. ^*^P < 0.05; In (**b**–**d**, **g**, **h**), statistical significance was calculated by one-way ANOVA with Tukey’s post hoc test.

## Discussion

BMSC transplantation to repair osteonecrosis or bone defect is a new method in the field of orthopedic research, and it brings new hope to patients with disabilities such as SANFH^37–39^. However, the osteonecrotic area is a hypoxic environment, which brings many challenges to the survival of BMSCs and is also an important obstacle to be solved in BMSC transplantation for osteonecrosis^12,27,28,40^. It has been found that various LncRNAs are abnormally expressed in cells in hypoxic conditions, and play important roles in the regulation of cell function^29,30^. In this study, we found that the expression of LncAABR07053481 was significantly downregulated in BMSCs under hypoxia, which was closely associated with the hypoxia-induced apoptosis of BMSCs. Importantly, when we upregulated LncAABR07053481, it was confirmed that LncAABR07053481 inhibited hypoxia-induced apoptosis of BMSCs both in vitro and in vivo. Moreover, the upregulation of LncAABR07053481 led to an elevated expression of *Notch1* by competitively binding to miR-664-2-5p. *Notch1* is an important signaling pathway, which affects cell fate and plays important roles in regulating biological processes such as apoptosis^31–34,41,42^. Our findings not only suggest an important role of LncAABR07053481 acting as an miRNA sponge during the regulation of hypoxia-induced BMSC apoptosis but also highlight the therapeutic potential of BMSC transplantation with overexpression of LncAABR07053481 in the repair of early SANFH.

The human genome is pervasively transcribed, but >80% of RNA transcripts are not translated into proteins, and these are collectively referred to as non-coding genes, of which LncRNAs are the main constituent element^43,44^. These LncRNAs are not only diverse but also complex in function, with roles in many biological processes, including apoptosis, proliferation, differentiation, and metabolism^45–47^. For example, LncMT1DP reduces Nrf2 by stabilizing miR-365, a negative regulator of Nrf2, and plays a key role in the Cd‐induced apoptosis of hepatocytes^48^. Moreover, SNHG12 acts as a molecular sponge of microRNA to promote tumor proliferation, metastasis, and epithelial-mesenchymal transition^49^. In addition, lncMAR1 has been shown to act as a miR‐487b sponge to regulate Wnt5a protein, resulting in muscle differentiation and regeneration^50^. Similarly, in this study, we discovered a key LncRNA in the BMSC hypoxia model, LncAABR07053481, through microarray analysis. Further study showed that the expression of LncAABR07053481 was significantly downregulated in hypoxia compared with normal BMSCs; moreover, its expression was continuously downregulated with the aggravation of hypoxia and the concomitantly-increased apoptotic rate. As such, we hypothesized that LncAABR07053481 plays a key regulatory role in the hypoxia-induced apoptosis of BMSCs. Functional studies revealed that overexpression of LncAABR07053481 significantly improved the survival rate of BMSCs under hypoxia and inhibited hypoxia-induced apoptosis of BMSCs both in vitro and in vivo.

We next performed a microarray analysis to further study the downstream regulation mechanism of LncAABR07053481. The results showed that the *Notch1* pathway was significantly activated after LncAABR07053481 overexpression and that LncAABR07053481 was positively correlated with the expression of *Notch1* and its target genes Survivin and Bcl-2. Furthermore, through functional experiments, we verified that LncAABR07053481 could inhibit hypoxia-induced apoptosis of BMSCs by regulating the expression of *Notch1*. As typical non-coding genes, LncRNAs have complex and diverse biological functions. An increasing number of studies have argued that the different biological functions of LncRNAs largely depend on their distinct subcellular localization^51,52^. Accumulated evidence has also shown that LncRNAs located in the cytoplasm can participate in gene regulation at the posttranscriptional level, including by acting as ceRNAs and protecting the target mRNAs from repression^35,53,54^. We used RNA-FISH assays to show that LncAABR07053481 was preferentially localized in the cytoplasm, indicating its potential function as an miRNA sponge. Bioinformatics analysis indicated that miR-664-2-5p is a target of LncAABR07053481 and the *Notch1* mRNA 3′UTR. Expectedly, the results of the luciferase assay confirmed that miR-664-2-5p could specifically bind to LncAABR07053481 and the *Notch1* mRNA 3′UTR at the predicted binding sites. We further confirmed the competitive relationship between LncAABR07053481 and *Notch1* mRNA by RIP assay. Our results also showed that the overexpression of LncAABR07053481 inhibited hypoxia-induced apoptosis of BMSCs in vitro by upregulating *Notch1* as a ceRNA to sponge miR-664-2-5p. Collectively, our results indicate that a strategy targeting LncAABR07053481 may serve as a valid therapeutic regimen to inhibit hypoxia-induced apoptosis of BMSCs.

SANFH is a complex pathological process in which various factors lead to intramedullary microvascular lesions, affecting the blood and oxygen supply of the femoral head and ultimately causing hypoxia in the necrotic area^14–17^. The hypoxia apoptosis of transplanted BMSCs in the osteonecrotic area limits the transplantation efficacy of BMSCs^12,13^. Therefore, exploring the intervention targets to inhibit the hypoxia-induced apoptosis of BMSCs is key to improving transplantation efficacy. In this study, we confirmed that LncAABR07053481 can effectively inhibit hypoxia-induced apoptosis of BMSCs and improve the survival rate of BMSC transplantation both in vitro and in vivo. In view of this, we further evaluated the effect of BMSCs overexpressing LncAABR07053481 on early SANFH in rats. The results confirmed that LncAABR07053481 overexpression significantly inhibited the hypoxia-induced apoptosis of BMSCs after transplantation and significantly improved the repair efficacy of BMSCs on early SANFH. Therefore, our results show that the LncAABR07053481 intervention strategy may represent a novel therapeutic target to effectively improve the efficacy of BMSCs in the repair of early SANFH.

In summary, we found that LncAABR07053481, a significantly downregulated LncRNA under hypoxia, can inhibit hypoxia-induced apoptosis of BMSCs. LncAABR07053481 acts as a sponge for miR-664-2-5p to attenuate its repressive effect on *Notch1* and activates the *Notch1* pathway to inhibit hypoxia-induced apoptosis of BMSCs by promoting the expression of anti-apoptotic genes. We also systematically evaluated the therapeutic effect of LncAABR07053481-overexpressing BMSC transplantation on early SANFH, which provides an effective molecular strategy and a novel target for improving the transplantation efficacy of BMSCs (Fig. 7).

**Fig. 7:**
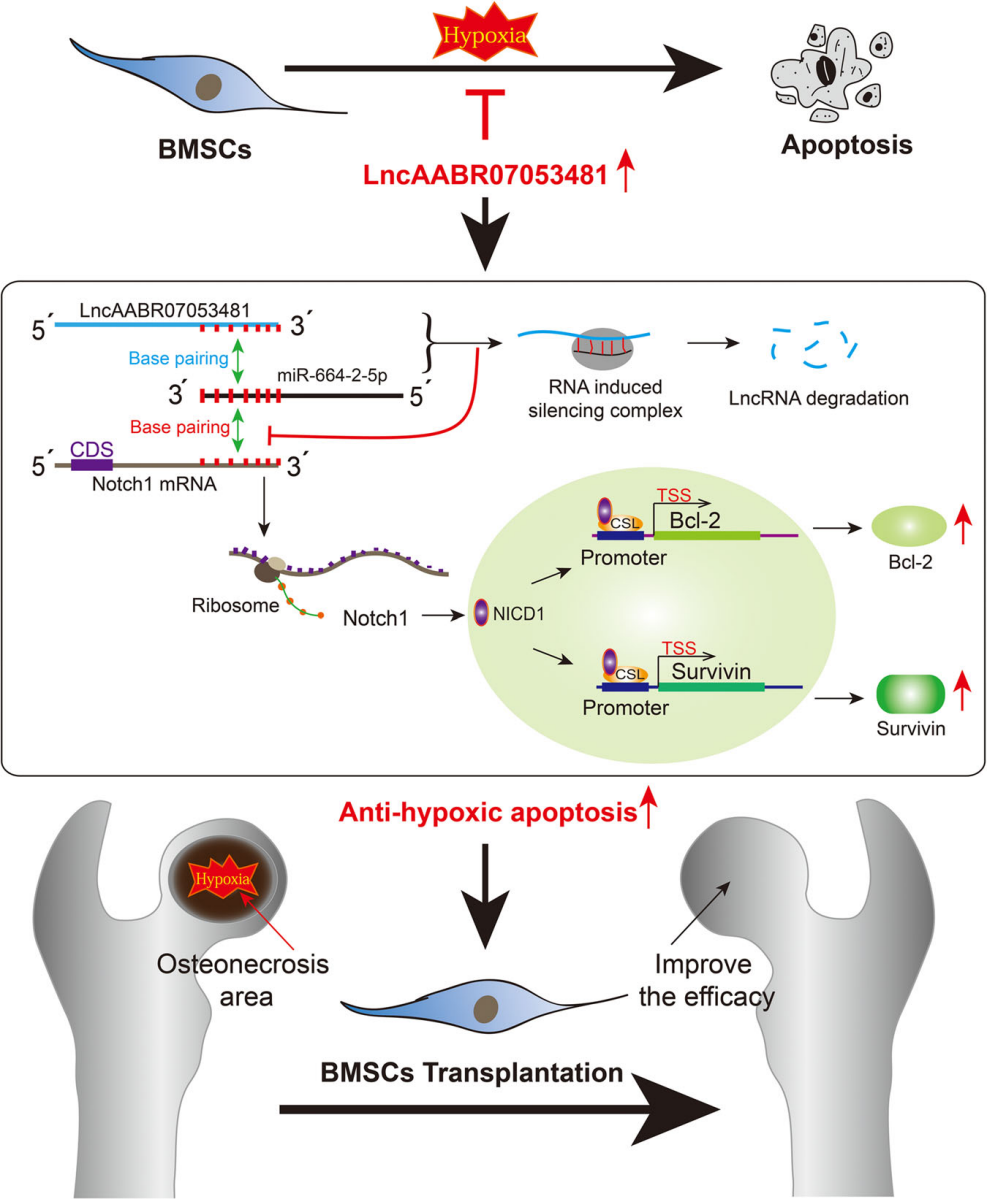
Effect and mechanism of LncAABR07053481 on the repair of early SANFH by regulating the *Notch1* pathway to inhibit hypoxia-induced apoptosis of BMSCs: LncAABR07053481 acts as a sponge for miR-664-2-5p to attenuate its repressive effect on *Notch1* and activates the *Notch1* pathway and releases NICD1 (the intracellular active fragment of *Notch1*) from the cell membrane. NICD1 localizes to the nucleus, where it forms a transcriptionally active complex with the DNA-binding protein CSL and the coactivator Mastermind (MAM) to upregulate transcription of Notch target genes (Survivin and Bcl-2). Following which, hypoxia-induced apoptosis of BMSCs in the area of osteonecrosis is inhibited, improving the transplantation effect of BMSCs on early SANFH.

## Methods

### Animals

All the animals used in this study were provided by the Laboratory Animal Center of Guizhou Medical University (Grant No.2100733) and approved by the Experimental Animal Bioethics Committee of Guizhou Medical University, Guiyang, China. We extracted BMSCs from young Sprague-Dawley (SD) rats (*n* = 18; body weight, 20–30 g), regardless of sex, and adult male SD rats (*n* = 228; body weight, 500–600 g) were used to construct SANFH models. All procedures were carried out in strict accordance with the guidelines for the Care and Use of Experimental Animals issued by the National Institutes of Health (NIH publication No. 85-23, 1996 revised).

### Cell culture

The bilateral tibias and femurs of SD rats (*n* = 18; body weight, 20–30 g) were obtained under anesthesia. The bone marrow cavity was washed with complete l-glutamine Dulbecco’s Modified Eagle Medium (L-DMEM) (Gibco, USA) containing 10% fetal bovine serum (Gibco), 100 U/mL of penicillin, and 100 μg/mL of streptomycin (Hyclone, USA) to obtain the mixture containing bone marrow. The mixed solution was transferred to a 15-mL tube and centrifuged at 1000 rpm for 5 min. The supernatant was discarded to obtain single-cell precipitation, which was resuspended with 5 mL of complete L-DMEM, and then transferred to a 25-cm^2^ cell culture bottle. The cells were cultured at 37 °C and 5% CO_2_. When the cell confluence reached 90%, the cells were digested with 1 mL of 0.25% trypsin–0.02% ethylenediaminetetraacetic acid (EDTA) (Gibco) at 37 °C and passaged at a ratio of 1:3.

### Differentiation identification of BMSCs

Third-generation BMSCs were inoculated into six-well plates. When the cell fusion degree reached 60,100, and 60% according to the instructions of the BMSC osteogenesis induction kit (Cyagen Biosciences, USA), the BMSC adipogenic induction kit (Cyagen Biosciences) and the BMSC chondrogenic induction kit (Cyagen Biosciences), respectively, BMSC differentiation was induced, while the control group continued to be cultured with complete L-DMEM. The BMSCs were identified by staining at 2, 3, and 4 weeks after differentiation. ALP staining was used to identify osteogenic differentiation, oil red O staining was used to identify adipogenic differentiation, and Alixin blue staining was used to identify chondrogenic differentiation.

### Surface antigen identification of BMSCs

Third-generation BMSCs were obtained, and the cell concentration was adjusted to 2.0 × 10^7^ cells/mL. The 50 μL cell suspension was fed into the flow tube, and 5 μL surface antigen antibodies (Anti-CD29/AF647, Anti-CD90/PE-CyTM7, Anti-CD73/PE, Anti-CD45/FITC, and Anti-CD11b/V450) (BD, USA) were added in order. Next, 45 μL buffer (Hyclon) was added to each tube and incubated at room temperature for 30 min. Following incubation, the cells were washed twice with phosphate-buffered saline (PBS) (Hyclon), and 500 μL of buffer was added to each tube for detection by flow cytometry (Beckman, USA).

### Hypoxia cell model

The proportion of mixed gas in the cell incubator (Thermo, USA) was adjusted to an oxygen concentration of 0%, nitrogen concentration of 95%, and carbon dioxide concentration of 5%. Then, BMSCs were placed in the mixed gas for continuous treatment for 48 h to induce hypoxia.

### GeneChip microarray assay

Total RNA in cell samples from both groups was extracted with Trizol reagent (Invitrogen, USA). The microarray and data collection were conducted by KangChen Biotech (Shanghai, China), as mentioned previously^55^. The Agilent Feature Extraction software program (version 11.0.1.1; Agilent Technologies, USA) was used to analyze acquired array images. Quantile normalization and subsequent data processing were performed using the GeneSpring GX v12.1 software package (Agilent Technologies). After quantile normalization of the raw data, LncRNAs and messenger RNAs (mRNAs), among which ≥3 out of nine samples had flags in the normoxia or hypoxia group, were chosen for further data analysis. 

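The deposited arrays numbered 6, and the filter was applied here as detection on at least 3 of these 6 arrays, a probe being detected when its spots were both positive with significance and well above background. It retained 6246 LncRNA probes of 10313, 24081 mRNA probes of 28236 and 124 probes of neither class. Requiring detection on all 3 arrays of a condition retained 5760 LncRNA and 23355 mRNA probes, of which 38 LncRNAs were upregulated and 87 downregulated under hypoxia. Requiring detection on all 6 arrays retained 5220 and 22432 probes, with 25 LncRNAs upregulated and 71 downregulated. Without any filter, 7 LncRNAs were upregulated and 10 downregulated among the 10313, and a total of 38733 probes entered the adjustment.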

A paired *t-*test was employed to assess the differentially expressed LncRNAs and mRNAs between the experimental and control groups. Differentially expressed LncRNAs and mRNAs between the two groups were identified through fold change filtering (fold change >2.0). Differentially expressed LncRNAs and mRNAs with statistical significance between the two groups were identified through *P* value filtering (*P* < 0.05). Data visualization of LncRNA and mRNA expression levels was achieved via a heatmap using the pheatmap R package.

### Bioinformatics analysis

MicroRNA (miRNA) binding sites on LncRNAs or mRNAs were predicted using the web-based program RNAhydrid (https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid/). The Gene Set Enrichment Analysis (GSEA) version 4.1.0 tool (Broad Institute, USA; http://www.gsea-msigdb.org/gsea/index.jsp) was used for pathway analysis of gene-expression data to find enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. GSEA signatures were assessed using the Molecular Signatures Database version 6.2, and all processing parameters used were the defaults adopted in GSEA version 4.1.0.

### LncRNA coding capacity prediction

The Coding-Potential Assessment Tool (CPAT) (http://lilab.research.bcm.edu/cpat/) was used to assess the coding capacity of LncAABR07053481. The CPAT conducted a logistic regression model using the sequence features of open reading frame coverage, open reading frame size, hexamer usage bias, and Fickett TESTCODE statistic. The CPAT selected 0.364 as a cutoff for the coding probability (CP); a CP of <0.364 suggests a non-coding sequence, whereas that of ≥0.364 indicates a coding sequence^56^.

### In vitro translation assay

To validate that LncAABR07053481 is indeed a non-coding RNA, we performed in vitro translation experiments. Briefly, the LncAABR07053481 transcript was cloned into pcDNA4-myc-His-plasmid to obtain the recombinant, and pcDNA4/LncAABR07053481-myc-His-plasmid was transfected into BMSCs using eukaryotic transduction kit (Thermo) for 48 h. Meanwhile, pcDNA4/KLF4-myc-His was used as a coding protein control. The expression of Myc-fused protein was analyzed by immunoblotting with an anti-Myc antibody (Abcam ab32072, 1:1000).

### Lentiviral (LV) vector production and cell transfection

The LV vector that knocked down or overexpressed LncAABR07053481 was purchased from Genechem (Shanghai, China). Briefly, the LV (sh AABR07053481 or Oe AABR07053481) constructs were generated based on different regions of the Rattus LncAABR07053481 sequence (NCBI accession XR_005502377.1). The same LV vector containing an insert of nonspecific RNA oligonucleotide (sh-NC or Oe-NC) was used as a negative control. Lentiviruses containing these plasmids were generated by transfecting the 293 T packaging cell line with the shRNA vector (GU6-LncAABR07053481-GFP-puro) and overexpression vector (Ubi-LncAABR07053481-GFP-puro). Cell transfection: third-generation BMSCs were divided into groups according to transfection conditions. LV vectors (MOI = 90) were added into the BMSCs culture medium. After 12 h, the culture medium was changed to complete L-DMEM. Three days following the infection, the expression of the green fluorescent protein was observed using an inverted fluorescence microscope, and the transfection efficiency was calculated. Five days after transfection, the cells were continuously selected with a complete medium containing 2 μg/mL of puromycin (Solarbio, Beijing, China), and the efficiency of target gene knockdown or overexpression was detected by quantitative real-time polymerase chain reaction (qPCR).

### Reverse transcription and qPCR

The total RNA was isolated from bone tissue or cells with the TRIzol reagent. Tissue samples: bone forceps crush frozen bone tissue and place it in a mortar, then add liquid nitrogen and grind the pieces into a powder. RNA was isolated from tissue powder frozen on liquid nitrogen by homogenization in Trizol Reagent. Cell samples: RNA was isolated by direct lysis of cells by Trizol Reagent. RNA extraction was performed using an RNAeasy RNA extraction kit (Sangon Biotech, Shanghai). RNA was quantified using a Nanodrop instrument. cDNAs were synthesized by PrimeScriptTM RT reagent kit (Sangon Biotech). qPCR was performed using the SYBR Premix Ex Taq II kit (Sangon Biotech) and the Applied Biosystems 7500 Fluorescent Quantitative PCR system (Applied Biosystems Life Technologies, USA). GAPDH was used to normalize the expression levels of LncAABR07053481, *Notch1*, and miR-664-2-5p. The transcript levels were analyzed by the 2^−ΔΔCt^ method. Primers (Sangon Biotech) were as follows: LncAABR07053481-F: CATGGAAGGGCTTGCTCCAT; LncAABR07053481-R: CCAGCTGAACCACCTCGAAT; *Notch1*-F: TGAAGGAACGAGCCTGGGT; *Notch1*-R: CATTCAGGCAGGTCCCACTT; miR-664-2-5p-RT: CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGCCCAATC; miR-664-2-5p-F:TCGGCAGGCTGGCTGGGGAAAA; miR-664-2-5p-R:CGTGGAGTCGGCAATTCAGTTGA.

### Western blot analysis

Cellular protein was extracted with 1 × cell lysis buffer (Beyotime, China). Equal amounts of proteins obtained from different types of cell lysates were separated by 10 or 15% SDS-PAGE (Beyotime), transferred to PVDF membranes, and subjected to western blotting using an ECL chemiluminescence reagent (Merck Millipore). Antibodies for P53 (Abcam ab131442, 1:1000), Bcl-2 (Abcam ab196495, 1:1000), Bid (Abcam ab272880, 1:2000), Cleaved-CASP-3 (Abcam ab13847, 1:500), Survivin (Abcam ab134170, 1:1000), myc (Abcam ab32072, 1:1000), β-actin (Abcam ab8227, 1:3000), and IgG (Abcam ab6795, 1:2000) were purchased from Abcam (Cambridge, USA). Antibodies for *Notch1* (Cell Signaling Technology 3608, 1:1000) and NICD1 (Cell Signaling Technology 4147, 1:1000) were purchased from Cell Signaling Technology (Boston, USA).

### RNA fluorescence in situ hybridization (RNA-FISH)

Cells were seeded on coverslips, fixed with 4% paraformaldehyde (Solarbio) for 10 min at room temperature, and permeabilized in 70% ethyl alcohol (Solarbio) at 4 °C at least 1 h. Hybridization was performed using the LncRNA Fish Probe Mix (Ribobio, China) in a moist chamber at 37 °C for 12–16 h. As positive controls, 18S and U6 (Ribobio) were used for the cytoplasm and nucleus, respectively. Image sections were acquired using laser confocal microscopy (Leica SP5, Heidelberg, Germany).

### Luciferase assay

As mentioned previously, after BMSCs were transfected with lentiviruses containing the luciferase reporter gene and lysed with cell lysate according to the instructions of the luciferase assay kit (Solarbio), the renilla luciferase reaction substrate was added. Finally, the luciferase activity was measured using a Dual-Luciferase reporter assay system (Promega, USA).

### RNA immunoprecipitation (RIP) assay

A Magna RIP RNA-Binding Protein Immunoprecipitation Kit (Millipore, USA) was used to determine the relationship between LncAABR07053481 or *Notch1* mRNA and miR-664-2-5p. Briefly, the cells were harvested, lysed, and then reacted with RIP buffer containing magnetic beads conjugated with anti-Argonaute2 (AGO2) and negative control immunoglobulin G (IgG) (Millipore). Following the recovery of the antibody using protein A/G beads, the coprecipitated RNAs were used for complementary DNA synthesis and evaluated by qPCR.

### ROS determination

Cells grown in confocal Petri dishes were treated according to the conditions of each group. A DHE (Sigma, USA) probe was then added to the cells and incubated for an additional 30 min. Finally, the generation of intracellular ROS was assessed by fluorescence analysis using laser confocal microscopy.

### Mitochondrial membrane potential detection

According to the instructions of the JC-1 mitochondrial membrane potential detection kit (KeyGen Biotech, China), the treated cells were incubated with the dye mixture at 37 °C for 30 min and then washed with PBS three times. The cells were observed under a laser confocal microscopy and recorded by a random typical visual field. The red:green fluorescence ratio was calculated by ImageJ software (version 1.4.3.67).

### ATP levels detection

The BMSCs were collected according to the experimental groups and the instructions of the ATP Assay Kit (Beyotime). An appropriate lysate was added to the samples of each group, before centrifuging at 12,000×*g*/min for 5 min at 4 °C. The supernatant was collected as the sample to be tested. The standard and test solutions were prepared according to the instructions of the kit. Then, 20 μL test or standard samples were added successively to each well of a 96-well plate in triplicate. Next, 100 μL of the detection-working solution was added, mixed well, and incubated for 25–30 min at 37 °C or room temperature according to the kit instructions. Finally, the absorbance at 532 nm was detected by an enzyme-labeling instrument (Biotech, USA). The standard curve was drawn according to the absorbance value, and the concentration or activity of the sample was calculated using the standard curve.

### Flow cytometry assay

Cells were cultured in a 6-well culture plate, then subjected for 48 h to hypoxia or normoxia conditions when the cells grew to 85%. The cells were washed with phosphate-buffered saline, and 5 μL of Annexin V-fluorescein isothiocyanate (FITC) and 5 μL of propidium iodide (PI) were directly added according to the instructions of the Annexin V-FITC apoptosis detection kit (BD). The cells were gently vortexed and incubated at room temperature in the dark for 15 min, then detected by flow cytometry.

### TUNNEL/DAPI detection of apoptosis

The treated cells were digested and centrifuged, and the cell density was adjusted to 2.5 × 10^4^/mL before their inoculation in a confocal Petri dish. The cells of each group were treated strictly in accordance with the instructions of the TUNEL (Beyotime) and DAPI (Solarbio) detection kits. The samples were observed under a confocal microscope, and images were collected.

### SANFH animal model

SANFH models were established as previously described in ref. ^13^. Briefly, adult male SD rats (*n* = 228; body weight, 500–600 g) were used to induce steroid-associated osteonecrosis with sequential injections of lipopolysaccharides and methylprednisolone. The rats were intravenously injected twice with lipopolysaccharides (2 mg/kg; Sigma) (the injection time was >30 min) once a day. From day 2, after the second injection of lipopolysaccharides, methylprednisolone (60 mg/kg; Pfizer, USA) was injected into the gluteal muscle of rats for 7 continuous days. Rats in the control group were injected with saline. Eight weeks after modeling, magnetic resonance imaging (MRI) was used to evaluate the necrosis of the femoral head area, and the successful models were used for in vivo experiments.

### Construction and transplantation of tissue-engineered bone

The xenogeneic antigen-extracted cancellous bone (XACB) (Yapeng Biological Technology, Shanghai, China) was made into a small cylinder with a diameter of 2 mm and a height of 2 mm, before soaking in a complete L-DMEM medium for 24 h. After that, 500 μL of BMSC suspension (1 × 10^7^ cells/mL) was dripped into XACB and cultured in a 37 °C and 5% CO_2_ incubator for 3 h. Following incubation, 3–4 mL of complete L-DMEM was added to Petri dishes containing XACB before proceeding with the culture and changing the medium once every 2–3 days. On the fifth day of culture, the growth of BMSCs on the surface of XACB was observed by scanning electron microscopy (Hitachi, Japan). In the same way, BMSCs overexpressing or with knockdown of LncAABR07053481 were co-cultured with XACB to construct tissue-engineered bone. One side of the femoral head of the anesthetized rat model was exposed under sterile conditions. At the junction of bone and cartilage, a sterile spherical drill with a diameter of 2 mm was used to grind from the posterolateral to the anterior medial side at a depth of ~3 mm. Then, the necrotic bone tissue was scraped off, and the constructed tissue-engineered bone was implanted into the bone defect area. There were ten rats in each group; the normal rats (*n* = 28), rats with simple necrotic bone curettage (*n* = 40), and rats implanted with tissue-engineered bone with empty vector (*n* = 40) were used as controls.

### Oxygen concentration detection

The oxygen concentration was measured using a needle-type oxygen electrode (Hansatech Instruments, Norfolk, UK) and analyzed with the OxygraphPlus software program (Hansatech Instruments), as previously described in ref. ^57^. Briefly, the oxygen electrode was calibrated at 37 °C with 0 and 100% air saturation (i.e., 20.9% oxygen of all dissolved gas by volume). Measurements were performed according to the manufacturer’s instructions. Oxygen measurements were made by penetrating the bone tissue with the oxygen electrode tip. Upon introduction into the tissue, the microelectrodes responded with a time constant that was estimated to be of the order of 10 s. A stable reading was obtained within 30 s, and upon reaching the current plateau value, the electrode was extracted from the bone tissue and the tip was maintained within the suffusing saline solution.

### Live imaging of animals

Before BMSC transplantation, we labeled live-BMSCs with DiR fluorescent dye (YEASEN, Shanghai, China) and co-cultured them with XACB. At 48 h after BMSC transplantation, the rats were anesthetized by an intraperitoneal injection of chloral hydrate (10%, 3 mL/kg) (Leagene, Beijing, China); then, non-invasive in vivo multispectral fluorescence imaging was performed using the Spectrum in vivo imaging system (IVIS) (PerkinElmer, USA) with the Living Image software (version 4.4).

### Hematoxylin and eosin (H&E) and Masson staining

Whole intact femurs were dissected from rats, fixed in phosphate-buffered paraformaldehyde (Solarbio) for 48 h, then decalcified for 2 weeks in 10% EDTA (Solarbio). Subsequently, the samples of each group were dehydrated with ethanol (Solarbio) solutions, adopting gradient concentrations of 50, 70, 80, 90, 95, and 100%. Finally, the femur tissue samples were embedded in paraffin and cut into 4-μm-thick sections using an ultra-thin microtome (Leica, Germany). The sections were stained according to the instructions of the H&E staining kit (Solarbio) and the Masson staining kit (Solarbio). Following staining, the sections were observed under the microscope and imaged.

### Micro-computed tomography (CT) analysis

The femurs were dissected from rats and fixed with 4% paraformaldehyde for 24 h, before being scanned and analyzed by high-resolution micro-CT (Skyscan 1172, Germany). We used the NRecon image reconstruction software version 1.6, CTAn data analysis software version 1.9, and CTVol 3D model visualization software version 2.0 to analyze the parameters of the trabecular bone in the transplantation area. The scanner was set at 50 kVp and 201 μA, with a resolution of 6 μm. The region of interest was analyzed to determine the trabecular number (Tb.N), trabecular thickness (Tb.Th), new bone volume fraction (BV/TV), trabecular number/trabecular separation, and thickness per tissue volume.

### Immunofluorescence (IF) assay

After treatment, femoral head tissue was fixed in 4% formaldehyde, dehydrated by ethanol gradient (Solarbio), decalcified by decalcified solution (Solarbio), embedded in paraffin, and finally cut into 4-μm-thick sections. Then, the tissues were incubated with anti-Runx2 or anti-OPN overnight at 4 °C. The next day, the cells were incubated with secondary antibodies conjugated to FITC and Cy3 for 30 min at 37 °C. For nuclear staining, the cells were incubated with DAPI for 10 min. Fluorescence was visualized using laser confocal microscopy.

### Statistics and reproducibility

All statistical analyses were conducted using SPSS version 20.0 (IBM Corporation, USA) or GraphPad Prism version 7 (GraphPad Software, USA). Each experiment was performed at least in triplicate. Parametric or non-parametric statistical tests were selected by determining first if the data were normally distributed using the Kolmogorov–Smirnov normality test. If the data followed a normal distribution and their variance was uniform, then the data were presented as mean ± standard deviation values (SD), and statistical significance was determined using two-tailed unpaired Student’s *t*-tests for comparison between two groups or one-way ANOVA followed by Tukey’s post hoc test for multiple comparisons (≥3 groups). If the data did not follow a normal distribution pattern, they were described by M(P25 and P75) values, and the Kruskal–Wallis rank-sum test was used for comparisons between groups. If the difference between groups was statistically significant, the Dwass–Steel–Critchlow–Fligner method was further used for multiple comparisons. *P* < 0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Reporting Summary

Supplementary Data

## Data Availability

All raw microarray data generated in this study were deposited in NCBI’s GEO under the accession number GSE225572. The numerical source data for graphs are available in Supplementary Data 1. Uncropped and unedited blots are available in Supplementary Information (Supplementary Fig. 3). Other data are available from the corresponding authors on reasonable request.

# Supplementary material for: LncAABR07053481 inhibits bone marrow mesenchymal stem cell apoptosis and promotes repair following steroid-induced avascular necrosis
**Source:** Commun Biol. 2023 Apr 3;6:365. doi: 10.1038/s42003-023-04661-0
**Supplement:** Supplementary file 2 — Supplementary Information

## Supplementary Figures

### Supplementary Figure 1: Isolation, culture, and identification of BMSCs.

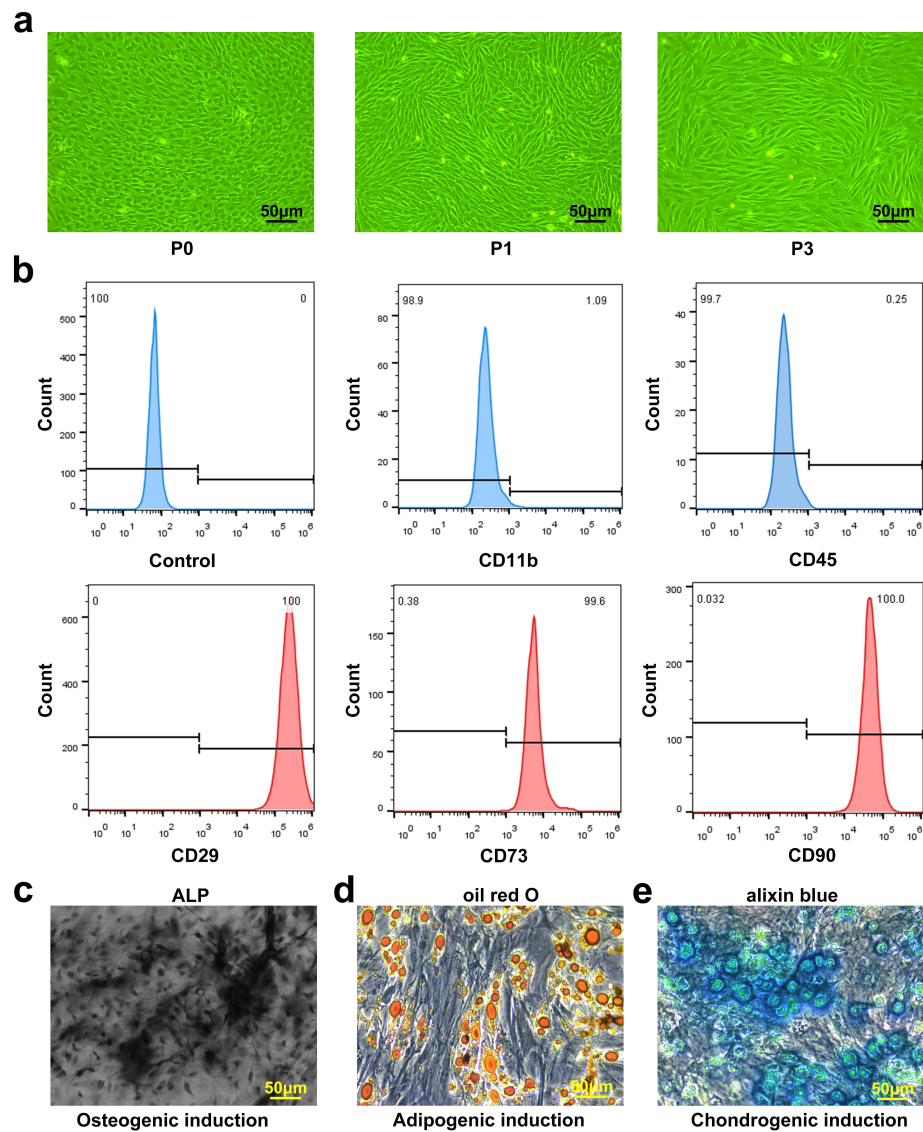

a. Morphological observation of BMSCs (n = 6). b. Flow cytometry analysis of the BMSC surface antigens CD11b, CD45, CD29, CD73, and CD90; the Control group is represented as a buffer negative control (n = 5). c. Observation of osteogenic differentiation of BMSCs by ALP staining (n = 5). d. Observation of adipogenic differentiation of BMSCs by oil red O staining (n = 5). e. Observation of chondrogenic differentiation of BMSCs by Alixin blue staining (n = 5).

Supplementary Figure 2: Effect of hypoxia on BMSCs.

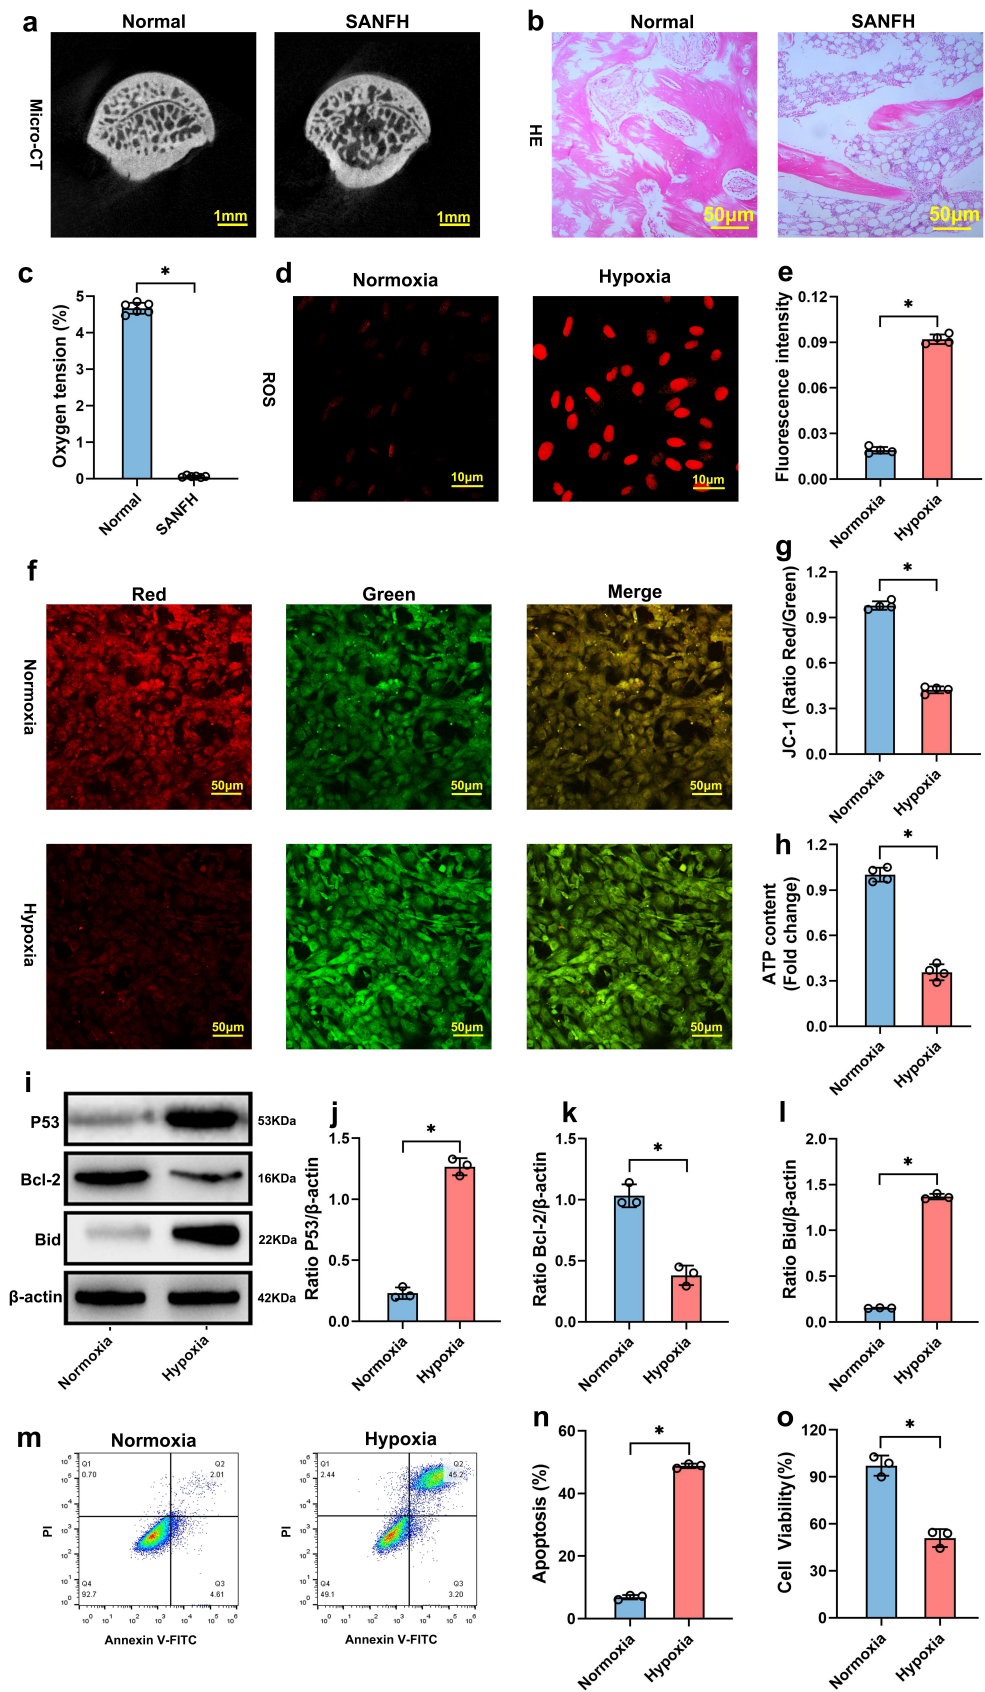

a-b. Evaluation of the SANFH model by micro-CT and H&E staining (n = 7). c.

Detection of the oxygen concentration in the area of osteonecrosis of the femoral head (n = 6). d–e. The content of reactive oxygen species (ROS) was detected by DHE (n = 4). f–g. Detection of mitochondrial membrane potential by JC-1 (n = 4). h. ATP content (n = 4). i–l. The expression levels of P53, Bcl-2, and Bid were detected by western blotting (n = 3). m–n. Detection of BMSC apoptosis under different conditions by Annexin V/PI (n = 3). o. Cell viability (n = 3). Data are shown as mean  $\pm$  S.D. \* $P < 0.05$ ; In (c, e, g, h, j–l, n, o), statistical significance was calculated by Student's *t*-test.

**Supplementary Figure 3: The uncropped images of the original western blots.**

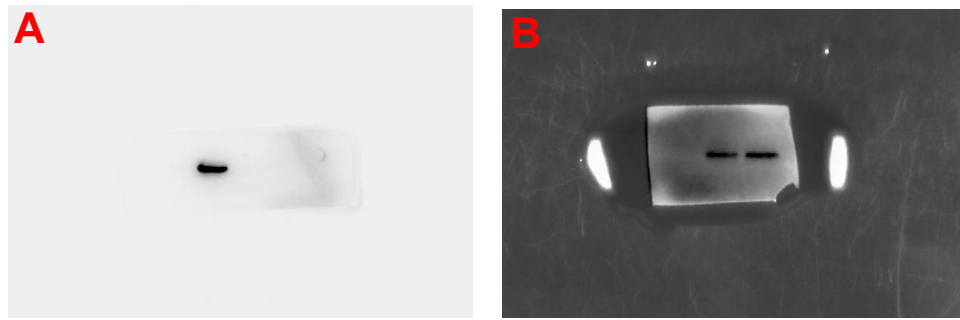

**Supplementary figure from Figure 1D in the main manuscript:** The expression of the Myc-fused protein. (A) Myc protein band detected by Western blots; (B)  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:** ①pcNDA4-myc-KLF4, ②pcNDA4-myc-LncRNA.

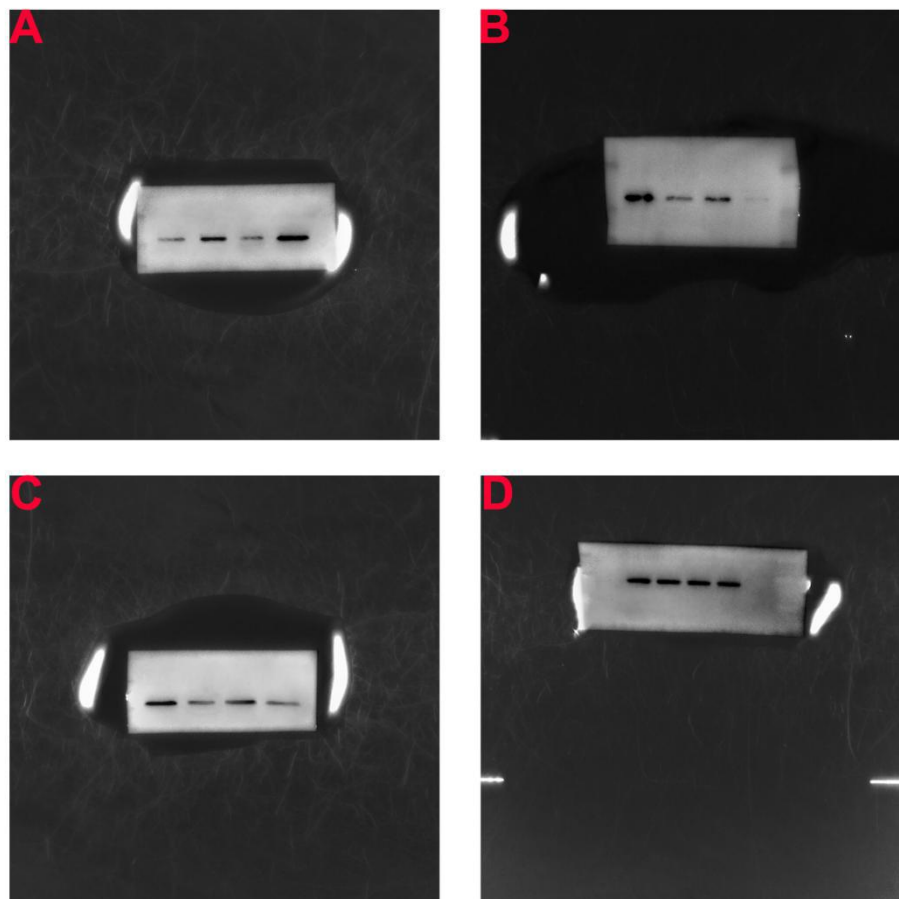

**Supplementary figure from Figure 2F in the main article:** Western blot analysis of the expression levels of Cleaved-CASP3, Survivin, and Bcl-2. (A) Cleaved-CASP3

protein band detected by Western blots; **(B)** Survivin protein band detected by Western blots; **(C)** Bcl-2 protein band detected by Western blots; **(D)**  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:**

①BMSCs/Vec+normoxia, ②BMSCs/Vec+hypoxia,

③BMSCs/Oe-LncAABR07053481+hypoxia,

④BMSCs/Sg-LncAABR07053481+hypoxia.

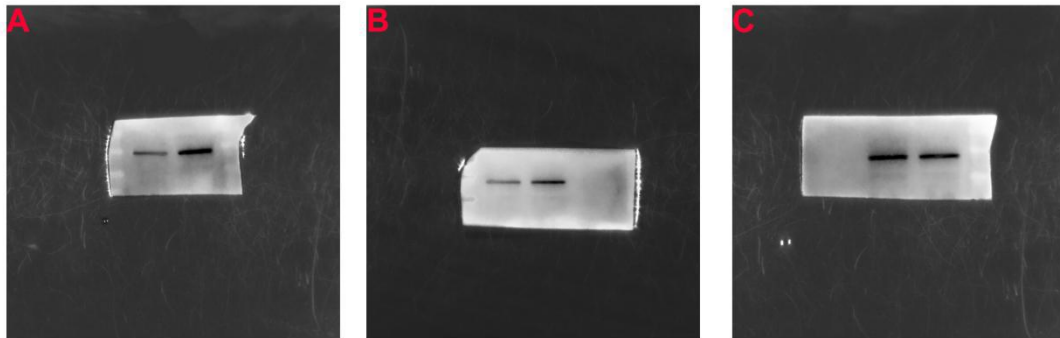

**Supplementary figure from Figure 3E in the main article:** The expression levels of Notch1 and NICD1 were detected by western blotting. **(A)** Notch1 protein band detected by Western blots; **(B)** NICD1 protein band detected by Western blots; **(C)**  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:**

①BMSCs/Vec+hypoxia, ②BMSCs/Oe-LncAABR07053481+hypoxia.

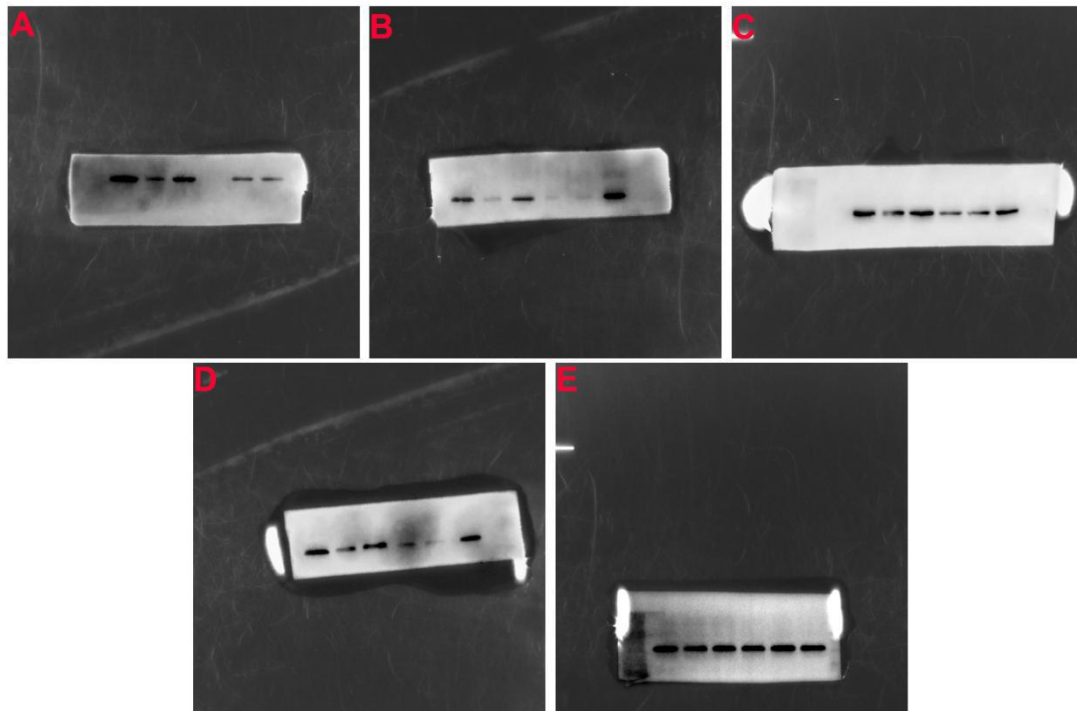

**Supplementary figure from Figure 3J in the main article:** The expression levels of Notch1, NICD1, Survivin, and Bcl-2 were detected by western blotting. (A) Notch1 protein band detected by Western blots; (B) NICD1 protein band detected by Western blots; (C) Survivin protein band detected by Western blots; (D) Bcl-2 protein band detected by Western blots; (E)  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:**

- ① BMSCs/Vec+normoxia,
- ② BMSCs/Vec+hypoxia,
- ③ BMSCs/Oe-LncAABR07053481+hypoxia,
- ④ BMSCs/Oe-LncAABR07053481/Sg-Notch1+hypoxia,
- ⑤ BMSCs/Sg-LncAABR07053481+hypoxia,
- ⑥ BMSCs/Sg-LncAABR07053481/Oe-NICD1+hypoxia.

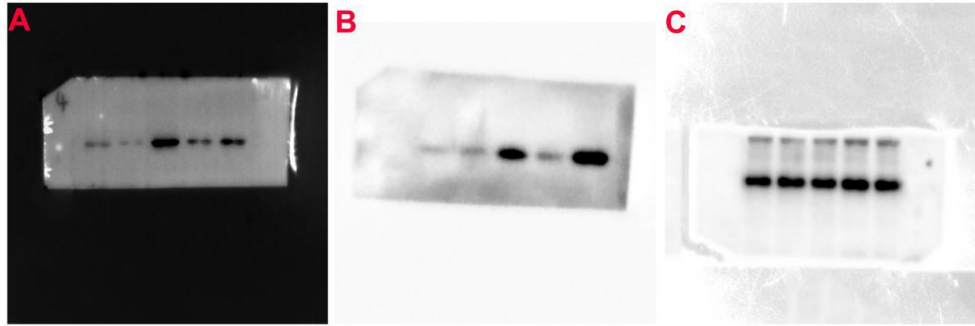

**Supplementary figure from Figure 5D in the main article:** The expression levels of Notch1 and NICD1 were detected by western blotting. (A) Notch1 protein band detected by Western blots; (B) NICD1 protein band detected by Western blots; (C)  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:**

- ① BMSCs+hypoxia,
- ② BMSCs/Vec+hypoxia,
- ③ BMSCs/Oe-LncAABR07053481+hypoxia,
- ④ BMSCs/Oe-LncAABR07053481/Oe-miR-664-2-5p+hypoxia,
- ⑤ BMSCs/Oe-LncAABR07053481/Oe-miR-664-2-5p/Oe-NICD1+hypoxia.

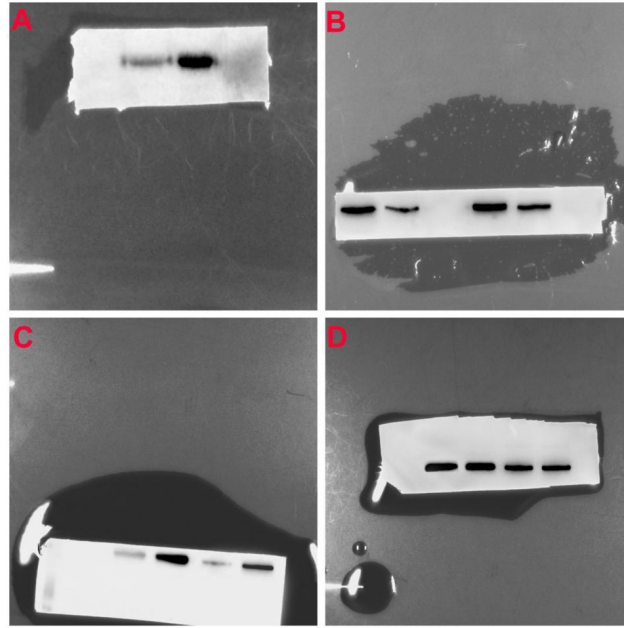

**Supplementary figure from Supplementary Figure 2I in the main article:** The expression levels of P53, Bcl-2, and Bid were detected by western blotting. **(A)** P53 protein band detected by Western blots; **(B)** Bcl-2 protein band detected by Western blots; **(C)** Bid protein band detected by Western blots; **(D)**  $\beta$ -actin protein band detected by Western blots.

**Grouped from left to right:**

①BMSCs+normoxia, ②BMSCs+hypoxia.

# Supplementary material for: LncAABR07053481 inhibits bone marrow mesenchymal stem cell apoptosis and promotes repair following steroid-induced avascular necrosis
**Source:** Commun Biol. 2023 Apr 3;6:365. doi: 10.1038/s42003-023-04661-0
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The Applied Biosystems 7500 Fluorescent Quantitative PCR system; The GeneSpring GX v12.1 software package; Dual Luciferase reporter assay system; enzyme-labeling instrument; The OxygraphPlus software program; FlowJo_V10; Microsoft Excel.                                                                                                                                                                                                                                                                             |
| Data analysis   | SPSS version 20.0; GraphPad Prism version 7; The Agilent Feature Extraction software program 11.0.1.1; The web-based program RNAhybrid ( <a href="https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid/">https://bibiserv.cebitec.uni-bielefeld.de/rnahybrid/</a> ); The Gene Set Enrichment Analysis (GSEA) version 4.1.0; The Coding Potential Assessment Tool (CPAT); The NRecon image reconstruction software version 1.6; CTAn data analysis software version 1.9; CTVol 3D model visualization software version 2.0. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The main data supporting the findings of this study are available within the manuscript and its Supplementary Information files. All other data are available from the corresponding author upon reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender [Research that does not involve humans](#)

Population characteristics [Research that does not involve humans](#)

Recruitment [Research that does not involve humans](#)

Ethics oversight [Research that does not involve humans](#)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size [For in vitro studies: n≥3 for gene expression and protein levels, microarray, fluorescence labeling of cells, luciferase activities, cell apoptosis. As for in vivo studies: n=6~7 for histological and bone morphometric analyses.](#)

Data exclusions [No data were excluded from the analyses.](#)

Replication [The data reported were generated using at least three different biological replicates in most required experiments. All experimental findings were reproduced for at least three times with similar results.](#)

Randomization [Rats were allocated randomly.](#)

Blinding [Each experiment was associated with proper controls, and compared samples were collected and analyzed under the same conditions.](#)

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | P53 (Abcam ab131442), Bcl-2 (Abcam ab196495), Bid (Abcam ab272880), Cleaved-CASP-3 (Abcam ab13847), Survivin (Abcam ab134170), myc (Abcam ab32072), $\beta$ -actin (Abcam ab8227), IgG (Abcam ab6795), Notch1 (Cell Signaling Technology 3608), NICD1 (Cell Signaling Technology 4147), Anti-CD29/AF647, Anti-CD90/PE-CyTM7, Anti-CD73/PE, Anti-CD45/FITC, Anti-CD11b/V450 are purchased from BD. |
| Validation      | All the primary antibody for the species and application statement on the manufacturer's websites.                                                                                                                                                                                                                                                                                                |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                         |
|----------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | bone marrow mesenchymal stem cells were obtained from young Sprague-Dawley (SD) rats (n = 18; body weight, 20–30 g), regardless of sex. |
| Authentication                                                       | Cells have been certified by surface antigens CD29, CD90, CD73, CD45 and CD11b                                                          |
| Mycoplasma contamination                                             | The Cells used were tested to be negative for mycoplasma contaminations.                                                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                         |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                            |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The adult male Sprague-Dawley (SD) rats (n = 228; body weight, 500–600 g) were used to construct SANFH models.                             |
| Wild animals            | The study did not involve wild animals.                                                                                                    |
| Reporting on sex        | No sex reports were involved in this study.                                                                                                |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                |
| Ethics oversight        | The experiments were conducted in accordance with guidelines of the Experimental Animal Bioethics Committee of Guizhou Medical University. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

## Plots

|                                                                                                                                                                                         |  |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Confirm that:                                                                                                                                                                           |  |
| <input checked="" type="checkbox"/> The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).                                                                             |  |
| <input checked="" type="checkbox"/> The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers). |  |
| <input checked="" type="checkbox"/> All plots are contour plots with outliers or pseudocolor plots.                                                                                     |  |
| <input checked="" type="checkbox"/> A numerical value for number of cells or percentage (with statistics) is provided.                                                                  |  |

## Methodology

|                    |                                                                                                                         |
|--------------------|-------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | The proportion of mixed gas in the cell incubator (Thermo, USA) was adjusted to an oxygen concentration of 0%, nitrogen |
|--------------------|-------------------------------------------------------------------------------------------------------------------------|

|                           |                                                                                                                                                                                                                                           |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | concentration of 95%, and carbon dioxide concentration of 5%. Then, BMSCs were placed in the mixed gas for continuous treatment for 48 h to induce hypoxia.                                                                               |
| Instrument                | flow cytometry (Beckman, USA).                                                                                                                                                                                                            |
| Software                  | FlowJo_V10.                                                                                                                                                                                                                               |
| Cell population abundance | The cell purity for analysis was > 99%.                                                                                                                                                                                                   |
| Gating strategy           | The purity of the cells identified by surface antigen for analysis were all above 99%, and we selected more than 90% of the cell populations as the gating strategy and as the preliminary FSC/SSC gates of the starting cell population. |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

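RNA from rat BMSCs kept in 20% oxygen (normoxia, 3 samples) or 0% oxygen (hypoxia, 3 samples) for 48 h was measured on single-colour Agilent arrays, 1 array per sample. Conditions and replicate numbers came from the sample labels, and the oxygen level and time from the paper.

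The authors deposited, for each array, Feature Extraction output (version 11.0.1.1) whose intensity values are background-corrected by that software and not normalized between arrays. They also deposited a table of log2 values for 38860 probes, of which 38800 were not controls, which the paper's methods describe as quantile-normalized in GeneSpring. Set against the values computed here from the intensities, the correlation of the authors' log2 values was 0.999 on the array with the lowest, and between 92.7% and 95.0% of the probes lay within 0.01 on each array. The lowest value in the authors' table corresponds to an intensity of 5.00 to 5.50, so low values there are held at a floor. The authors' table was used as an alternative only.

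From the intensities, control spots and outlier spots were left out, log2 values were averaged over the spots of a probe, and the arrays were quantile-normalized over 38733 of 38804 probes; the other 71 lacked a value on at least 1 array. Probes detected on at least 3 of 6 arrays were kept (30451). Hypoxia and normoxia were compared in R 4.3.3 with limma 3.58.1, using lmFit and eBayes with the replicate number as a block, and p-values were adjusted by the Benjamini-Hochberg method. A probe was counted as changed at an adjusted p under 0.05 and a change over 2-fold. This design was fixed before the data were examined. For single genes, a two-sided exact permutation test of 3 arrays against 3 is given, whose smallest p is 0.1.

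The fits were tested on simulated data of 38733 probes, 200 of them changed by a log2 value of 2 between hypoxia and normoxia. limma with the block called 140 of the 200 (70%) with 5 false calls, and without the block 180 (90%) with 6 false calls. A paired t-test with adjustment called 14 (7%) and Student's t-test with adjustment called 155 (77.5%), with 1 false call each. The simulated arrays of both conditions had the spread of the normoxia arrays, and no effect of replicate number or scan was added. These rates therefore describe that setting only, and not the measured arrays, whose hypoxia samples came from both scans.

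Of the probes, 10313 were classed as LncRNA and 28236 as mRNA by the series of the probe name, and 184 as neither. By transcript accession alone, the class was known for 2 LncRNA and 33 mRNA probes. The series were chosen after the data were examined, from the probes that the LncRNAs of Fig. 1a matched, and no LncRNA of Fig. 1a matched the series of 958 probes whose names begin with uc. RefSeq names of the assembly GRCr8 were matched to 30 of 50 probes with an accession, to 14 of the 33 names of Fig. 1a and to 29 of the 30 names of Fig. 3a.

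The genes named in the text are those the paper names, the LncRNAs of Fig. 1a as a group, and probes among the 5 with the largest change in each direction that passed the threshold, were detected on all 6 arrays and changed the same way in every numbered pair. Members of a gene list fixed before the data were examined could be named with the list. Genes outside this rule are said to have been chosen after their values were seen. The lists of HIF targets (32 genes), cell cycle (30), NOTCH signalling (26), apoptosis (25), stress response (20) and macrophage genes (18) were to be tested as sets. At most 16.7% of the genes of any of these lists could be given a probe, so no set test was run.

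The alternatives tried were 75th-percentile scaling, normexp background correction, the authors' processed values, other filters on detection, a fit without the replicate block, leaving out each replicate number and each array, the methods' paired t-test, Student's t-test, unadjusted p-values, classes by accession only and the scan as a block. The normexp method was run on spot medians because the array files hold no column of spot means. The spot medians, the scan as a block without the replicate number, and the first scan alone were chosen after the data were examined. The precision of all values is limited by the 3 arrays per condition and, for dim probes, by the signal over background. Experiments of the paper other than these arrays (qPCR, protein and animal experiments) were not analysed here.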

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

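The comparison of mRNA probes past the threshold with and without the scan as a block, and the count of the remaining probes, were tests chosen only after the result was seen; the splits of the arrays were chosen before.

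The paper reports no number of mRNAs changed between hypoxia and normoxia, and the same arrays carry 24081 detected mRNA probes. By limma, 251 of them were upregulated and 748 downregulated under hypoxia. The probe ASRN6AP1B100021941V3 had the largest increase among the changed mRNA probes that were detected on all 6 arrays, from a log2 value of 6.74 to 11.22, a log2 fold change of 4.48 (standard error 0.29, adjusted p = 0.00892), higher on 3 of 3 hypoxia arrays. The probe ASRN6AP1B100034417V3 had the largest decrease, from 9.74 to 4.29, a log2 fold change of -5.45 (standard error 0.23, adjusted p = 0.00632), lower on 3 of 3. The array files do not pair these probes with genes.

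A difference between the 2 scans as the whole source of these calls is argued against only by hypoxia replicate 1. With the scan as a block and no replicate block, a fit in which 2571 mRNA probes passed the threshold for the scan itself, 77.4775% of the changed mRNA probes, 774 of 999, stayed past the threshold for hypoxia in the same direction. That fit compares hypoxia replicate 1 with the normoxia arrays of its own scan, so it rests on that single hypoxia array. It does not separate a response to hypoxia from a peculiarity of that sample. The 999 probes were called with replicate 1 among the hypoxia arrays, so part of the share that stayed follows from their choice. No share expected without a change was computed for them. At 4538 probes of all classes chosen without replicate 1, it lay beyond all normoxia arrays on the hypoxia side for 67.67%. A further normoxia array would give 25% only at probes chosen without these normoxia values. The 4538 were chosen with them, and no share expected under that choice was computed. With the scan added to the fit that gave the 999 calls, which keeps the replicate number as a block and leaves 1 residual degree of freedom, limma called 0 mRNAs, against 670 upregulated and 749 downregulated at an unadjusted p under 0.05. How much the scan adds to the size of the changes stays open. The other 225 mRNA probes cannot be told apart from a difference between the scans, since hypoxia replicates 2 and 3 are the only arrays of the second scan. Chance could not be excluded by regrouping the arrays: 1 of the 10 splits of the 6 arrays into 3 and 3 gave as many changed mRNA probes, the real one, but 10 splits cannot give a share under 0.1. In the fit without a block the real split gave 1376 changed mRNA probes. In that same fit no other split gave more than 2, which came from normoxia replicate 1 with hypoxia replicates 2 and 3 against the rest.

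The excess of downregulated over upregulated mRNAs depends on the scaling. With each array scaled to its 75th percentile, 883 were upregulated and 844 downregulated, a share of 51.1% upregulated against 25.1% after quantile normalization, and the median log2 change of the mRNA probes was 0.07 in place of -0.04. Leaving out hypoxia replicate 1 without a block gave 1677 upregulated and 2248 downregulated. A response of the cells to low oxygen, which the design names, stays open as an explanation, and so does the scan for the 225 probes.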

How the results depend on the processing

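The normexp correction on spot medians, the scan as a block without the replicate number, and the first scan alone were tests chosen only after the result was seen; the other alternatives were set before.

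LncAABR07053481 was lower under hypoxia in all 24 alternatives, with log2 fold changes from -4.46 to -1.59, and it passed the threshold in 22 of them. In these counts, the alternatives with unadjusted p (the methods' paired t-test, Student's t-test and limma) were judged at that p under 0.05. It did not with the scan and the replicate number as blocks (-3.44, adjusted p = 0.0587) or with the methods' paired t-test adjusted over all probes (-4.11, adjusted p = 0.246; unadjusted p = 0.00738). limma adds to that test a spread shared across probes. The paired t-test recovered 7% of the changed probes in simulated data at this size, which had the spread of the normoxia arrays and no scan effect. Notch1 likewise passed in 22 of 24, with log2 fold changes from -3.14 to -1.86. The probes ASRN6AP1B100021941V3 and ASRN6AP1B100034417V3 also passed in 22 each, from 3.88 to 5.28 and from -5.73 to -3.53.

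The counts moved more. Over all probes, 281 were upregulated and 826 downregulated. The counts stayed within 1.5 times in 12 and 13 of 24 alternatives for these, in 7 and 13 of 25 for upregulated and downregulated LncRNAs, in 13 of 25 for mRNAs in each direction, in 16 of 25 for LncRNAs changed by >3-fold, and in 20 of 24 for the LncRNAs of Fig. 1a past the threshold. Regrouping the arrays could not exclude chance for the count over all probes: 1 of 10 splits into 3 and 3, the real one, gave as many, and 10 splits allow no share under 0.1.

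Scaling to the 75th percentile gave 1243 upregulated and 919 downregulated probes, 355 and 68 LncRNAs, 883 and 844 mRNAs, 119 LncRNAs over 3-fold and all 33 LncRNAs of Fig. 1a. The upregulated share of all changed probes was 57.5% against 25.4% after quantile normalization, and the median log2 change of all probes was 0.16 in place of -0.0022. The cause was not tested. normexp on spot medians gave 171 and 407 probes, 9 and 21 LncRNAs, 162 and 383 mRNAs, 5 over 3-fold and 11 of Fig. 1a, and 14 of the 30 genes of Fig. 3a; its offset shrinks the changes of dim probes by construction. Without the detection filter the counts were 57 and 122 probes, 7 and 10 LncRNAs, 50 and 112 mRNAs, 17 over 3-fold and 10 of Fig. 1a, and 9 genes of Fig. 3a; that alternative tests more probes, 38733 in place of 30451, and the cause was not tested further. The authors' processed values (42 and 88 LncRNAs) and the other filters on detection moved no count by over 1.5 times.

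The same-numbered arrays did not deviate from their group means together (correlations of -0.19, -0.06 and -0.09 across probes for numbers 1, 2 and 3). These values gave no sign of a pairing beyond the number. They cannot exclude one, because hypoxia replicate 1 differs in scan from hypoxia replicates 2 and 3. Without the replicate block, 386 probes were upregulated and 1150 downregulated, with 41 and 109 LncRNAs, 344 and 1032 mRNAs, 54 LncRNAs over 3-fold and 27 of Fig. 1a. Of the 1107 probes changed with the block, 1090 (98.5%) were also changed without it.

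With the scan as a block and no replicate block, 633 probes were upregulated and 734 downregulated, with 76 and 83 LncRNAs, 556 and 649 mRNAs, 46 over 3-fold and 25 of Fig. 1a. The first scan alone gave 635 and 764 probes, 80 and 85 LncRNAs, 554 and 677 mRNAs, 46 over 3-fold and 25 of Fig. 1a. Both rest on the single hypoxia array of the first scan, which is assumed to vary like the other arrays. Of the changed probes, 846 (76.4%) remained past the threshold in the same direction with the scan as a block, and 69 of the 105 LncRNAs (65.7%). With the scan and the replicate number as blocks, limma called 0 probes, 0 LncRNAs and 0 mRNAs in either direction, so 0 LncRNAs over 3-fold, 0 of Fig. 1a and 0 of Fig. 3a, with a lowest adjusted p of 0.0561. At an unadjusted p under 0.05 the same fit gave 807 upregulated and 883 downregulated probes, 136 and 132 LncRNAs, and 670 and 749 mRNAs. That fit has 1 residual degree of freedom against 2 in the fit without the scan.

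Leaving out a replicate number with the block, or 1 array without it, gave between 202 and 2669 upregulated and between 500 and 2741 downregulated probes. The LncRNA counts lay between 15 and 906 upregulated and between 33 and 435 downregulated, and the mRNA counts between 184 and 1747 and between 465 and 2292. LncRNAs over 3-fold numbered 32 to 351, and those of Fig. 1a past the threshold 22 to 33. The high ends for probes, LncRNAs and mRNAs came from leaving out replicate 1. Without hypoxia replicate 1 alone and without the block, 2551 probes were upregulated and 2683 downregulated, and 318 LncRNAs changed by >3-fold. Without replicate 2 or 3 in the fit with the block, 76 and 78 LncRNAs were upregulated. Those fits rest on 2 arrays per condition and mostly on a spread shared across probes. The log2 fold change of LncAABR07053481 stayed between -4.46 and -3.83 in these fits.

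The methods' paired t-test with adjustment called 1 upregulated and 0 downregulated probes, 0 and 0 LncRNAs and 1 and 0 mRNAs, 0 LncRNAs over 3-fold, 0 of Fig. 1a and 0 of Fig. 3a. Unadjusted it called 327 and 924 probes, 37 and 82 LncRNAs, 289 and 837 mRNAs, 43 over 3-fold and 23 of Fig. 1a. Student's t-test called 520 and 1311 probes, 78 and 148 LncRNAs, 441 and 1152 mRNAs, 64 over 3-fold and 33 of Fig. 1a unadjusted, and 226 and 607 probes, 17 and 51 LncRNAs, 208 and 553 mRNAs, 33 over 3-fold and 22 of Fig. 1a with adjustment. limma without adjustment called 1047 and 1496 probes, 271 and 205 LncRNAs, 771 and 1280 mRNAs, 88 over 3-fold and 33 of Fig. 1a. Unadjusted thresholds pass more probes by construction. With classes by accession only, limma called 0 LncRNAs in each direction and 0 over 3-fold of 2 LncRNA probes (0 at an unadjusted p under 0.05), and 1 upregulated and 2 downregulated mRNAs of 33 probes, since few probes have an accession.

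Precision is lower at dim probes. When the detected probes are divided by mean brightness into 4 groups, hypoxia replicates 2 and 3, of the same scan, differed from each other by over 2-fold for 0.0788% of the brightest group and 5.41% of the dimmest. Hypoxia replicate 1 and the mean of these 2 arrays differed by as much for 3.17% and 24.9%, a gap that also holds the difference between scans and between cultures. The alternatives that need several probes of a gene, or tests of gene lists, were not run because few probes have a gene name, and normexp on spot means was not run because the array files hold no such column. Slide was run as scan.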

Differences from the paper's values

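The paper reports 106 LncRNAs upregulated under hypoxia, and 29 were upregulated here. The normexp correction on spot medians, chosen after seeing the values, gave 9, which was not within 1.5 times of the paper's value. Of the alternatives set before the data were examined, the count fell within 1.5 times of the paper's value without replicate 2 (76), without replicate 3 (78) and with Student's t-test unadjusted (78). It did not with 75th-percentile scaling (355), the authors' processed values (42), no detection filter (7), detection on all 3 arrays of a group (38) or on all 6 arrays (25), no replicate block (41), without replicate 1 (906), 1 array left out without the block (15 to 858), the methods' paired t-test unadjusted (37) or adjusted (0 by that test), Student's t-test adjusted (17), limma with unadjusted p (271), the scan with the replicate number as blocks (0 by limma with adjusted p) or classes by accession only (0 by limma of 2 probes, and 0 unadjusted). The scan as a block without the replicate number (76) and the first scan alone (80) also fell within it, and both were chosen after seeing the values. So did the fit with the scan and the replicate number as blocks when its p was left unadjusted (136), a count also taken after seeing the values.

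The paper reports 173 LncRNAs downregulated under hypoxia, and 76 were downregulated here at an adjusted p under 0.05. Among the alternatives chosen after seeing the values, normexp on spot medians (21) fell outside 1.5 times of the paper's value. So did the scan as a block without the replicate number and the first scan alone. Student's t-test unadjusted (148) and limma with unadjusted p (205) fell within 1.5 times of the paper's value. The other alternatives set before the data were examined did not: 75th-percentile scaling gave 68, the authors' processed values 88, no detection filter 10, detection on all 3 arrays of a group 87, detection on all 6 arrays 71, no replicate block 109, without replicate 1, 2 or 3 435, 98 and 84, 1 array left out without the block 33 to 421, the methods' paired t-test 82 unadjusted and 0 adjusted, Student's t-test adjusted 51, the scan with the replicate number as blocks 0 by limma with adjusted p, and classes by accession only 0 by limma of 2 probes and 0 unadjusted. With its p left unadjusted, a count taken after seeing the values, the fit with the scan and the replicate number as blocks gave 132, which is within 1.5 times of the paper's value.

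The paper gives 33 LncRNAs with a change over 3-fold, and 47 passed the threshold with such a change here, 24 of them among those of Fig. 1a. The other 9 LncRNAs of Fig. 1a did not pass the adjusted threshold. Their mean values differed by >3-fold, but 1 of them, LOC102555870, was not well above background on any normoxia array and its change was bounded only as at least 2.72-fold. All 33 passed with 75th-percentile scaling, without replicate 1, 2 or 3, without hypoxia replicate 1, with Student's t-test unadjusted and with limma unadjusted. The fits without replicate 2 or 3 rest on 2 arrays per condition and mostly on a spread shared across probes. Student's t-test adjusted, and normoxia replicate 3 left out without the block, each gave 33 LncRNAs over 3-fold.

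Combinations of the values used, the filter on detection, the way of averaging the fold change and an unadjusted test were counted after seeing the values, 48 in all. In 10 of them both the upregulated and the downregulated count were within 1.5 times of the paper's, and in 2 all 3 counts were. Both of these used the authors' processed values, Student's t-test and the ratio of linear means, with detection on at least 3 arrays or no filter, and gave 87 upregulated, 125 downregulated and 47 over 3-fold. The values computed here without a filter on detection and with a paired t-test gave 112 upregulated, 124 downregulated and 84 over 3-fold. With the fold change of linear means alone, no test and detection on at least 3 arrays, the values computed here gave 173 downregulated LncRNAs, with 460 upregulated. A paired t-test on the probes detected on all 6 arrays gave 33 over 3-fold, with 22 upregulated and 67 downregulated.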

Other observations

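The count of probes that differ by scan, the comparison with the values of Fig. 3a and the look at probes named by accession were tests chosen only after the result was seen; the tests of background, of normoxia RNA and of a weaker response were chosen before.

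The log2 values that the paper's supplementary data list for the 30 genes of Fig. 3a, as 3 vector and 3 overexpression arrays, equal values of the 6 hypoxia and normoxia arrays. With the vector columns set against hypoxia replicates 1 to 3 and the overexpression columns against normoxia replicates 1 to 3, 30 of the 30 genes matched 1 probe each, with a largest difference of 4.7e-05, and the next nearest probe was at least 0.171 away. Of 720 orders of the columns, no other gave a match, and with vector as normoxia and overexpression as hypoxia no probe came within 0.179. The 33 LncRNAs of Fig. 1a matched the same arrays in the order of their own labels. For them, the same search of 720 orders matched at most 1 of the 33 LncRNAs under any other order. To within rounding, both tables therefore list values of the same 6 arrays. Which of the 2 sets of labels describes the samples cannot be decided from the values, and no other arrays were analysed here. Compared as hypoxia and normoxia, all 30 genes passed the threshold. The 15 listed as higher with overexpression were all lower under hypoxia, and the 15 listed as lower were all higher. These directions follow from the match, since they are 1 set of measurements under 2 sets of labels, Notch1 included. They are not independent evidence. Notch1, which the paper reports as upregulated with overexpression, had a log2 value of 8.20 ± 0.06 (SD, n = 3) under normoxia and 5.33 ± 0.47 (SD, n = 3) under hypoxia. Its log2 fold change was -2.87 (standard error 0.22, adjusted p = 0.0107 from limma), lower on 3 of 3 hypoxia arrays (two-sided exact permutation test, p = 0.1, the smallest possible). The probe of LncAABR07053481 was likewise higher on the arrays that this match sets against the overexpression columns.

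Hypoxia replicate 1 correlated more with the normoxia arrays than with the other hypoxia arrays over all detected probes, in the 3 dimmer of 4 groups of probes divided by brightness, and under 75th-percentile scaling, normexp and the authors' values, but not in the brightest group or over the LncRNAs of Fig. 1a. Normoxia RNA under the label of hypoxia replicate 1 is argued against but not excluded. Replicate 1 correlated less with the normoxia arrays (0.985 to 0.987) than these did with one another (0.996 to 0.997). A set of 4538 probes differed between hypoxia replicates 2 and 3 and the normoxia arrays. At these, replicate 1 lay beyond all normoxia arrays on the hypoxia side for 67.67%. The share was 51.4% for probes higher under hypoxia and 82.4% for those lower. A further normoxia array would give 25% only at probes chosen without these normoxia values, and no expected share was computed for the 4538. A response that was weaker by the same factor at every probe is also argued against as the only difference: of 4554 probes changed by over 2-fold in replicates 2 and 3, 928 (20.38%) went the opposite way in replicate 1. In the brightest group this was 5.03% of 596 probes, and a weaker response together with a difference between scans stays open. A difference in background between the scans may contribute, since the pattern is limited to the dimmer probes. In the brightest group 3.166% of probes differed by over 2-fold between replicate 1 and the mean of replicates 2 and 3, against 13.5% of all detected probes, while hypoxia replicates 2 and 3 differed from each other by over 2-fold for 0.0788% of that group. Some other batch of labelling, hybridization or scanning cannot be told apart from a difference between the cultures: 3812 probes passed the threshold for the scan, but the second scan holds hypoxia replicates 2 and 3 only. A difference in how the cultures met low oxygen is open too and was not tested.

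Of the 50 probes with an accession, 30 could be named through RefSeq and 44 were tested. Past the threshold were 3, named here after their values were seen. Ppp2r2b had a log2 fold change of 1.67 (adjusted p = 0.0176 from limma), and a second probe, named Ppp2r2b through its match with Fig. 3a, gave 1.96, so that both ways of naming led to the same direction. Fgf2 had a log2 fold change of -1.91 (adjusted p = 0.0252). Ldha, the third, is the only gene of the HIF target list of 32, fixed before the data were examined, that could be given a probe. HIF targets are genes that the hypoxia-inducible transcription factors raise in low oxygen in many cells. Ldha was lower on 3 of 3 hypoxia arrays, with log2 values of 11.02, 10.72 and 10.85 against 12.04 to 12.17 on the normoxia arrays, a log2 fold change of -1.24 (standard error 0.17, adjusted p = 0.0287). The value of 11.02 was that of hypoxia replicate 1, of the same scan as the normoxia arrays. The direction held in all 24 alternatives (-1.48 to -1.08), and the threshold was passed in 20, with adjusted p from 0.000238 to 0.246. Alternatives with unadjusted p were again judged at that p under 0.05. For Ldha the threshold was not passed without the detection filter (0.071), without replicate 2 (0.0891), with the scan and replicate blocks (0.09) or with the methods' paired test adjusted (0.246). Fgf2 and Ppp2r2b kept their directions in all 24 and passed in 18 and 20. An exchange of the labels of the hypoxia and normoxia groups would lower most HIF targets on the arrays labelled hypoxia, but 1 gene of the list with a probe cannot test this. A true decrease of Ldha after 48 h without oxygen stays open as well.

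Of the 33 names listed in Fig. 1a, 14 were found in RefSeq. Of these, 7 are annotated as LncRNA genes and 7 as protein coding: Trnp1, Ncaph, Sgo2, Tnn, Ccdc150, Tmem235 and Slfn4. Whether those probes read coding or non-coding transcripts of the genes was not tested, because the probe sequences were not used here.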
